# CTCF Point Mutation at R567 Disrupts Mouse Heart Development via 3D Genome Rearrangement and Transcription Dysregulation

**DOI:** 10.1111/cpr.13783

**Published:** 2024-12-16

**Authors:** Huawei Ren, Hongxin Zhong, Jie Zhang, Yuli Lu, Gongcheng Hu, Weixun Duan, Ning Ma, Hongjie Yao

**Keywords:** 3D chromatin architecture, CTCF mutation, embryonic heart development, mouse, transcriptional regulation

## Abstract

CTCF plays a vital role in shaping chromatin structure and regulating gene expression. Clinical studies have associated CTCF mutations with congenital developmental abnormalities, including congenital cardiomyopathy. In this study, we investigated the impact of the homozygous CTCF‐R567W (*Ctcf* ^*R567W/R567W*^) mutation on cardiac tissue morphogenesis during mouse embryonic development. Our results reveal significant impairments in heart development, characterised by ventricular muscle trabecular hyperplasia and reduced ventricular cavity sizes. We also observe a marked downregulation of genes involved in sarcomere assembly, calcium ion transport, and mitochondrial function in heart tissues from homozygous mice. Furthermore, the *Ctcf* ^*R567W/R567W*^ mutation disrupts CTCF's interaction with chromatin, resulting in alterations to topologically associating domain (TAD) structure within specific genomic regions and diminishing crucial promoter‐enhancer interactions necessary for cardiac development. Additionally, we find that the heterozygous CTCF‐R567W (*Ctcf* ^*+/R567W*^) mutation significantly compromises cardiac contractility in 8‐week‐old mice. This study elucidates the mechanism by which the CTCF‐R567W mutation hampers cardiac development, underscoring the essential role of CTCF‐R567 in embryonic heart development and maturation.

## 1 Introduction

Topologically associating domains (TADs) are fundamental structural units that organise chromatin, exhibiting preferential interactions and distinct boundaries, often adopting a ring‐like conformation [1, 2]. The CCCTC‐binding factor (CTCF) functions as a chromatin organiser, anchoring chromatin loops and establishing the boundaries [3, 4]. CTCF contributes to TAD formation by creating loops and coordinating the three‐dimensional chromatin structure [5, 6]. CTCF's biological function is mediated through its binding to specific DNA motifs, facilitated by its structure comprising 11 tandemly arranged zinc fingers (ZFs). ZFs 4–7 represent the core consensus, containing the M1/core (C) motif, while ZFs 9–11 encompass the M2/upstream (U) motif [7, 8]. Alterations to specific CTCF sites can disrupt normal long‐distance chromatin interactions, affecting enhancer‐promoter (EP) contact and influencing biological development and tumour gene expression [9, 10, 11, 12].

The association between deleterious variations in CTCF and clinical genetic mutations has garnered significant attention [13, 14]. CTCF functions in early embryonic development [15, 16] as well as in postnatal and adult life stages [17, 18]. Previous studies have identified various CTCF variants with heterozygous mutations in paediatric clinical cases [19]. Several amino acid residues have been reported as missense mutations, with Arg567Trp mutation observed in two patients [20, 21]. The R567 residue of CTCF, located within the 11th zinc finger (ZF) domain of the CTCF protein, is highly conserved and participates in specific DNA interactions [8]. Notably, *Ctcf* gene mutations in clinical patients are primarily associated with neurodevelopmental disorders [20, 22]. In addition to the typical features of autosomal dominant mental retardation 21 (MRD21), CTCF mutations also manifest as a broader spectrum of organ developmental abnormalities, affecting the teeth, fingers, bones, heart, urinary, and reproductive systems [10, 19, 22]. Two paediatric patients with *CTCF* mutations have been reported to exhibit cardiac abnormalities, including patent ductus arteriosus and mitral valve defect [21, 23]. The incidence of heart defects during human heart formation is 1%–2%, indicating that one to two babies out of every 100 are born with congenital heart disease [24]. The differentiation and maturation of cardiomyocytes, which are largely dependent on CTCF‐mediated genome interactions, underscore the significance of CTCF in cardiac development [25, 26, 27].

In our recent study [28], we found that CTCF Arg567Trp (CTCF‐R567W) homozygous mutant (*Ctcf* ^*R567W/R567W*^) mice exhibited lethality immediately after birth and significant developmental disorders in brain, heart, and lung tissues. Structurally, the R567W mutation induces a displacement of the ZF away from the phosphate backbone of DNA, disrupting the critical hydrogen bond between R567 and the DNA backbone [28]. The presence of the W567 residue may hinder the formation of an essential hydrogen bond between the neighbouring R566 residue and DNA bases, further compromising ZF11 binding to the U motif [28].

In this study, we aimed to elucidate the mechanism by which the *Ctcf* mutation affects mouse heart development. Our data indicate that *Ctcf* ^*R567W/R567W*^ homozygous mutations result in cardiac morphological defects and stunted development in the embryo, while adult CTCF‐R567W heterozygous (*Ctcf* ^*+/R567W*^) mice exhibit impaired cardiac contractility. At the molecular level, the *Ctcf* ^*R567W/R567W*^ mutation disrupts the TAD structure specific to cardiac genes and reduces the interaction between the promoter of the cardiac‐specific gene *Lmod2* and its enhancer, thereby altering the expression of genes associated with normal heart development.

## 2 Materials and Methods

### 2.1 Animals

C57BL/6N mice carrying the CTCF‐R567W mutation were generated via CRISPR/Cas9‐mediated gene editing by Cyagen Biosciences in Guangzhou, China [28]. The mice were housed in a specific pathogen‐free (SPF) facility, maintaining a constant temperature of 25 C ± 1°C and humidity of 50% ± 10% under a 12‐h light–dark cycle, with unrestricted access to sterilised water and food. All animal experiments were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals. The protocol was approved by the Committee on the Ethics of Animal Experiments at the Guangzhou Institutes of Biomedicine and Health, Chinese Academy of Sciences (IACUC number: 2023085).

### 2.2 Sample Harvesting

Pregnant mice were anaesthetised with a 1.2% intraperitoneal (*i.p*.) injection of Avertin (2,2,2‐tribromoethanol) (Cat#T48402, Sigma) and subsequently euthanised by cervical dislocation. The embryos were extracted, and their hearts were swiftly excised post‐decapitation and placed in cold PBS to remove excess blood. Following isolation, each heart tissue sample was collected in a single 1.5‐mL microcentrifuge tube and snap‐frozen in liquid nitrogen. Tissue samples were preserved at −80°C until further processing or fixed in 4% paraformaldehyde (Cat#P0099, Beyotime) for sectioning.

### 2.3 Section Preparation

For paraffin sectioning, heart tissues were fixed in 4% paraformaldehyde at 4°C for 24 h, followed by dehydration in a gradient of ethanol (70% to 100%), transparentised with xylene, infiltrated with molten paraffin, and further embedded into paraffin blocks. Paraffin‐embedded tissue sections finally were produced using a microtome (Leica, Germany). For frozen sectioning, fixed heart samples were embedded in optimal cutting temperature (OCT) compound and stored at −80°C until completely solidified. Then, thin slices were obtained using a cryostat microtome (Leica, Germany).

### 2.4 Echocardiography and EdU Staining

Echocardiography was performed using a high‐resolution ultrasound system M90 SCI (Mindray Animal, China) to examine the hearts of 8‐week‐old mice. For EdU staining, the BeyoClick EdU‐594 kit (Cat#C0078, Beyotime) was utilised according to the manufacturer's instruction. EdU solution was intraperitoneally injected into pregnant mice at a dosage of 50 mg/kg of body weight. Heart tissues from the embryonic mice were collected for frozen section preparation after 2 h. Tissue sections were permeabilised using a 0.3% Triton X‐100 solution at room temperature (RT) for 15 min, followed by incubation with Click reaction solution in the absence of light for 30 min. The tissues were subsequently labelled with Hoechst dye to visualise nuclei. Images were acquired using an Olympus cellSens Dimension Imaging System (IX73), and the cell proliferation rate was quantified as a percentage using ImageJ software.

### 2.5 HE Staining and Masson Staining

Paraffin sections (3–4 μm) were placed in an oven at 55°C for 2 h, followed by staining with either HE (Cat#G1005, Servicebio) or Masson's Trichrome (Cat#G1006, Servicebio) according to the manufacturer's instructions. The sections were first dewaxed in xylene and then hydrated in a gradient of ethanol from 100% to 75%. For HE staining, the nuclei were stained with haematoxylin, followed by dehydration in a gradient of ethanol from 70% to 100%, and subsequent staining with eosin. For Masson staining, the sections were sequentially stained with solutions A‐F, followed by dehydration in anhydrous ethanol and n‐butanol. Finally, the sections were transparentised in xylene and sealed with neutral resin, allowing them to air‐dry. Images were captured using a bright field microscope or a panoramic MIDI biopsy scanner (3D HISTECH).

### 2.6 Immunofluorescence Labelling and WGA Staining

Frozen heart sections were incubated with PBS containing 0.3% Triton X‐100 at RT for 15 min, followed by immunostaining with a blocking buffer (Cat#P0102, Beyotime) for 1 h to prevent nonspecific antibody binding. Primary antibodies were diluted in the blocking buffer and incubated with the samples for 2 h at RT. Heart samples were then incubated with Alexa Fluor‐conjugated secondary antibodies (Invitrogen), protected from light for 1 h at RT. Nuclei were visualised with DAPI for 10 min in the dark. For Wheat Germ Agglutinin (WGA, Cat#FL‐1021, Vector) staining, sections were incubated in WGA solution (50 μg/mL) for 30 min. Images were acquired using a confocal microscope (Carl Zeiss LSM 800, Germany).

### 2.7 TUNEL Assay

Cardiomyocyte apoptosis was detected using a TUNEL kit (Cat#C1086, Beyotime) following the manufacturer's protocol. Samples were fixed in 4% paraformaldehyde for 30 min and subsequently treated with 0.3% Triton X‐100 for 10 min. An appropriate volume of TUNEL detection solution was then added to the samples and incubated at 37°C for 60 min in the absence of light. Nuclei were counterstained with DAPI, and images were captured using an Olympus Microimaging System (IX73).

### 2.8 qRT‐PCR

Total RNA was extracted using TRIzol reagent (Cat#TR118, Molecular Research Center). One microgram of total RNA was reverse‐transcribed into cDNA using a cDNA synthesis kit (Cat#R323‐01, Vazyme). qRT‐PCR assays were performed using 2 × RealStar Power SYBR qPCR Mix (Cat#A311‐10, GenStar), with *Gapdh* serving as the reference gene. Relative gene expression was calculated using the 2^−(ΔΔCt)^ method. The primers used in this study are listed in Data S1.

### 2.9 Western Blot

To obtain protein extracts, cardiac tissue was homogenised in cold PBS using an electric grinder. The supernatant was collected by centrifugation at 12,000 rpm for 10 min. The tissue fragments were resuspended in RIPA buffer (0.1% SDS, 1% Triton X‐100, 150 mM KCl, 50 mM Tris–HCl [pH 7.4], 1 mM EDTA, 1 mM PMSF and 1× protease inhibitor cocktail) and lysed on ice for 30 min. The total soluble protein was obtained by centrifugation at 12,000 rpm at 4°C for 10 min. Subsequently, the entire supernatant was collected for protein immunoblot analysis.

After SDS‐PAGE, proteins were transferred onto a polyvinylidene difluoride (PVDF) membranes (Cat#ISEQ00010, Millipore). The membranes were blocked with 5% milk in TBST buffer and incubated with primary antibodies for 2 h at RT or overnight at 4°C. Following three washes in TBST buffer, membranes were incubated with secondary antibodies for 1 h at RT and washed three times with TBST buffer. Enhanced chemiluminescence (ECL) substrate solution (Cat#P10060, Ncm Biotech) was added for chemiluminescence detection, and its intensity was quantitated using a chemiluminescence imager (MiniChemi 910). The grey‐scale values of protein bands were measured using the ImageJ software.

### 2.10 Antibodies

The following antibodies were used in this study: Rabbit anti‐cTnT (1:200, Cat#ab45932, Abcam) for immunocytochemistry. Rabbit anti‐VDAC (1:1000, Cat#D73D12, Cell Signalling Technology), Mouse anti‐MTCO1 (1:1000, Cat#ab14705, Abcam), Rabbit anti‐ATP5A1 (1:10000, Cat#14676‐1‐AP, Proteintech) and Mouse anti‐β‐Actin (1:5000, Cat#A2228, Sigma) for western blot.

### 2.11 ATP Detection

ATP levels in the samples were quantified using an ATP test kit (Cat#S0027, Beyotime Biotechnology). Tissue samples were homogenised in a lysis solution at the specified proportions. Following this, the homogenate was subjected to centrifugation, and the supernatant was collected for subsequent experiments. The ATP test solution was prepared in accordance with the manufacturer's instructions and added to the respective test wells. The mixture was then incubated at RT for 3–5 min. An ATP standard solution was prepared by diluting it to the appropriate concentrations, and a standard curve was generated based on the provided guidelines. Subsequently, 20 μL of either the sample or standard solution was added to the test wells or tubes for rapid mixing. The relative light units (RLU) were measured using a luminometer, with readings taken at intervals of at least 2 s. The concentration of ATP in the sample was determined by referencing the standard curve.

### 2.12 RNA Sequencing (RNA‐Seq)

E18.5 mouse heart tissue was homogenised thoroughly using an electric tissue homogeniser. Total RNA was extracted using TRIzol (Cat#TR118, Molecular Research Center). RNA‐seq library was prepared following the manufacturer's specifications (Cat#NR605, Vazyme Biotech). mRNA was captured using mRNA capture beads prior to fragmentation. The RNA fragments were reverse transcribed and subjected to library amplification for subsequent Illumina sequencing (Annoroad Gene Technology Co. Ltd.).

### 2.13 RNA‐Seq Data Analysis

Raw RNA‐seq data underwent quality control using Trim Galore (v0.6.10) to clip adapter and trim low‐quality reads. The resulting high‐quality reads were aligned to the *Mus musculus* genome (mm10) using the Spliced Transcripts Alignment to a Reference (STAR) tool (v2.7.4a) [29]. Gene expression quantification was performed with RSEM (v1.2.28) [30], generating gene‐level count data. Differentially expressed genes were identified using the DESeq2 package (v1.42.0) [31], with criteria of an absolute fold change > 2 and an adjusted *p*‐value < 0.01. Heatmaps illustrating gene expression patterns were generated using the pheatmap package (v1.0.12). Additionally, Gene Ontology (GO) enrichment analysis was conducted with the clusterProfiler package (v4.10.2) [32]. Circular visualisation of expression data was achieved through the ggtree package (v3.10.0) [33].

### 2.14 ChIP‐Seq Data Analysis

For differential peak analysis, MAnorm (v1.1.4) [34] was utilised. Peak distributions were visualised using the deepTools suite (v3.5.4) [35]. Annotation of the identified ChIP‐seq peaks was performed using ChIPseeker (v1.38.0) [36]. Changes in orientation of CTCF motifs pre‐and post‐mutation were analysed using the FIMO tool from the MEME suite (v5.5.4) [37].

### 2.15 BL‐Hi‐C Data Analysis

Differential analysis of TAD boundaries and insulation scores was conducted using FANC compare (v0.9.25b1). Boundary scores were classified as increased if the difference was > 2 and decreased if < −2. The circlize package (v0.4.15) [38] was employed to visualise differential boundary scores, while TAD structures were illustrated using the plotgardener package (v1.8.1) [39].

### 2.16 4C Sequencing (4C‐Seq)

4C‐seq experiments were conducted as previously described [40]. Thoroughly homogenised heart tissue was cross‐linked with 2% formaldehyde and quenched with 0.2 M glycine. DNA was digested in situ with nuclease DpnII. 500 ng of DNA served as a template, which was linearly amplified using 5′ biotin‐labelled probes. The ssDNA was enriched using Dynabeads M‐280 magnetic beads. Illumina sequencing adaptors were introduced, followed by PCR amplification using target‐specific primers. Finally, 4C libraries were sequenced on the Illumina NovaSeq platform (Annoroad Gene Technology Co. Ltd.). All viewpoint‐specific primers for 4C‐seq are listed in DATA S1.

### 2.17 4C‐Seq Data Analysis

Adapters and low‐using TrimGalore. The trimmed reads were processed with cutadapt to select reads containing primer sequences at the 5′ end of read 1 [41], and the primer sequences were removed using the parameters “‐g primer –discard‐untrimmed”. Selected reads were mapped to the mouse mm10 genome using bowtie2 with the parameters “–very‐sensitive –end‐to‐end –no‐unal”. Samtools was used to generate bam files, filter out low‐quality mapped reads (MAPQ < 30), and remove PCR duplicates. The bam files were processed using the r3Cseq package to generate normalised bedGraph files [42], which were subsequently converted into bigWig files using the bedGraphToBigWig tool for visualisation.

### 2.18 Statistical Analysis

Statistical analyses were performed using GraphPad Prism 9 software. Data are presented as the averaged (mean) ± standard deviation (SD) with at least three independent replicates. Student's *t* test (unpaired, two‐sided) was used to analyse significant differences between two groups, while one‐way ANOVA was employed for comparisons among three groups. Differences were deemed significant at a *p*‐value of < 0.05. *p*‐values were indicated in each figure (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

## 3 Results

### 3.1 Homozygous CTCF Mutation at R567W Leads to Cardiac Development Retardation in Embryonic Mice

To investigate the biological impact of the CTCF‐R567W mutation on cardiac development, we examined the hearts of E18.5 embryos across three genotypes. While the hearts of wild‐type and heterozygous (*Ctcf* ^*+/R567W*^) mice showed no discernible abnormalities, those of *Ctcf* ^*R567W/R567W*^ mice appeared pale, smaller, and relatively lighter (Figure 1a,b). This observation indicates that the R567W mutation of CTCF severely impairs cardiac development in embryonic mice.

**FIGURE 1:**
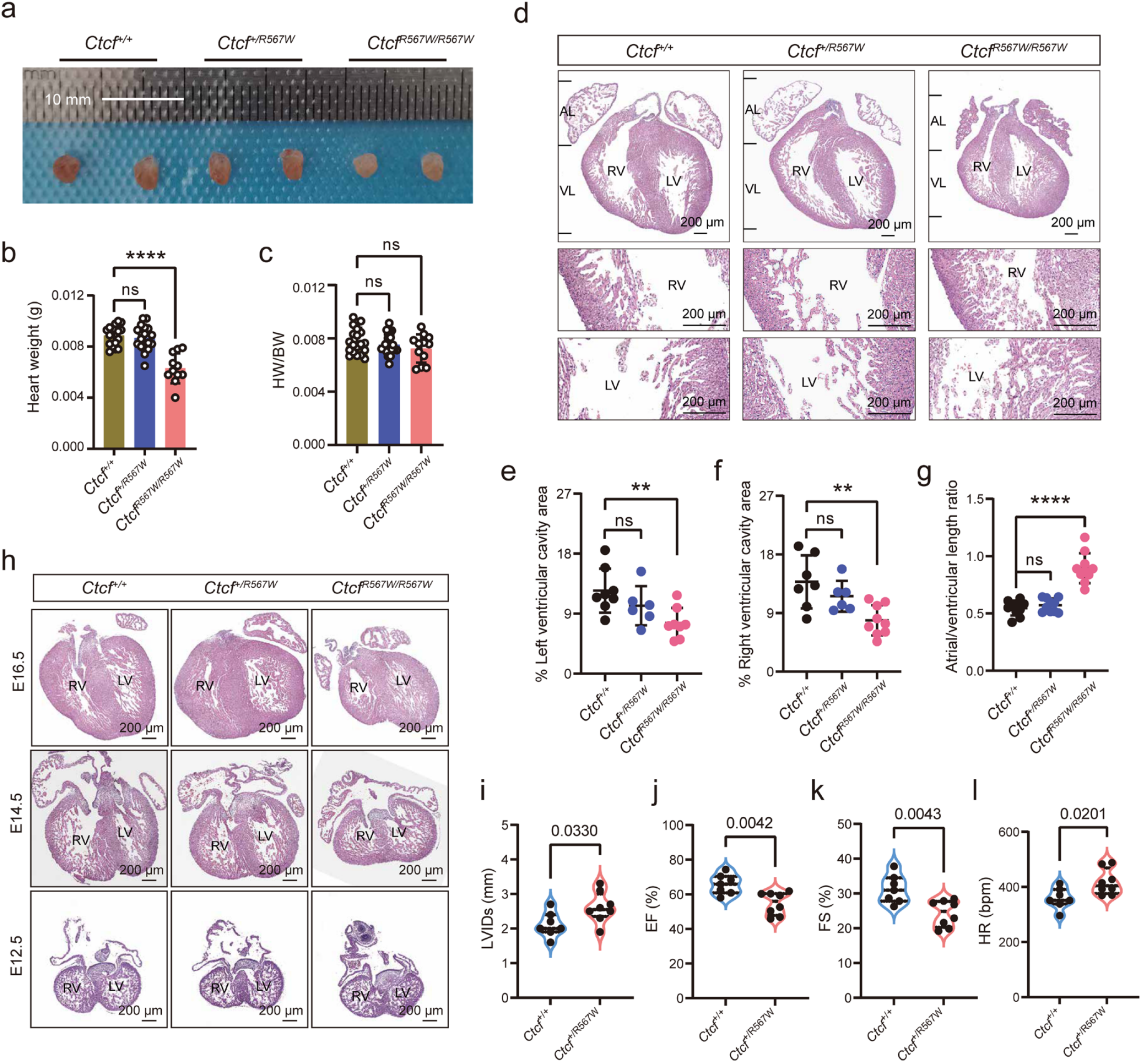
*Ctcf* ^*R567W/R567W*^ results in retardation of cardiac development in E18.5 mice. (a) Representative images of embryonic mouse hearts from wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5. Scale bars, 10 mm. (b), Statistics of heart weight among wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5 (*n* = 17 for *Ctcf* ^*+/+*^, *n* = 18 for *Ctcf* ^*+/R567W*^, and *n* = 11 for *Ctcf* ^*R567W/R567W*^). (c) Statistical analysis of the cardiac organ ratio in wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5 (*n* = 20 for wild‐type, *n* = 20 for *Ctcf* ^*+/R567W*^, and *n* = 12 for *Ctcf* ^*R567W/R567W*^). HW, heart weight; BW, body weight. (d) Representative HE staining images of hearts from wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5. Enlarged views of both the left and right ventricles are shown below. RV, right ventricle; LV, left ventricle; AL, atrial length; VL, ventricular length. Scale bars, 200 μm. (e–g) Quantification of cardiac phenotypes in wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5. Shown are the percentage of left ventricular cavity area (e), percentage of right ventricular cavity area (f), and atrial/ventricular length ratio (g) with *n* = 6–10 for each genotype. (h) Representative HE staining images of hearts from wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E16.5, E14.5, and E12.5. RV, right ventricle; LV, left ventricle. Scale bars, 200 μm. (i–l), Echocardiographic analysis of wild‐type (*n* = 7) and *Ctcf* ^*+/R567W*^ mice (*n* = 8) at 8 weeks of age. Exact *p*‐values are indicated in the figure. LVIDs, left ventricular internal dimension at end‐systole (i); EF, ejection fraction (j); FS, fractional shortening (k); HR, heart rate (l). All data are presented as mean ± SD. One‐way ANOVA with Dunnett's multiple comparisons test (b, c, and e–g) and two‐tailed unpaired *t*‐tests (i–l); **p < 0.01, ****p < 0.0001, ns, not significant. Detailed statistical data are available in the Source data.

Although we observed a reduction in weight across other parenchymal organs, including the liver, kidney, spleen, lung, and brain in *Ctcf* ^*R567W/R567W*^ mutants at E18.5 (Figure S1a–e), haematoxylin and eosin (HE) staining revealed no obvious morphological differences in these organs (Figure S1f) [28]. Meanwhile, the heart coefficient ratio (heart weight/body weight, HW/BW) showed no significant difference (Figure 1c). Further, HE staining experiments unveiled abnormal cardiac morphology and pronounced ventricular muscle trabecular hyperplasia in CTCF^*R567W/R567W*^ mutant mice compared to both *Ctcf* ^*+/+*^ and *Ctcf* ^*+/R567W*^ mice (Figure 1d). Quantification of heart morphology discrepancies demonstrated a significant reduction in both left and right ventricular cavity areas in homozygotes, along with a notable increase in the atrial/ventricular length ratio (Figure 1e–g), indicating that CTCF^*R567W/R567W*^ led to decreased ventricular volume.

To explore other common cardiomyopathies in this mutant mouse model, we used wheat germ agglutinin (WGA) to label myocardial cell membranes. Homozygous mice displayed cardiomyocyte hypertrophy, while heterozygous cardiomyocytes exhibited a cross‐sectional area similar to wild‐type mice (Figure S1g,h). Masson staining revealed that neither *Ctcf* ^*R567W/R567W*^ nor *Ctcf* ^*+/R567W*^ mutations induced cardiac fibrosis in mice at E18.5 (Figure S1i), and no excessive fibrosis was observed in the hearts of 8‐week‐old adult wild‐type and heterozygous mice (Figure S1j,k).

We next sought to determine at which stage of embryonic development these abnormal cardiac manifestations appeared in the mutant mice. Our HE staining data showed that hearts with homozygous mutations exhibited significant ventricular dysplasia, whereas those with heterozygous mutations displayed morphology similar to wild‐type mice at the E16.5 and E14.5 stages, respectively (Figure 1h), consistent with the cardiac phenotype observed at E18.5. However, hearts with both heterozygous and homozygous mutations exhibited morphological characteristics indistinguishable from those in wild‐type mice at the E12.5 stage (Figure 1h), suggesting that *Ctcf* ^*R567W/R567W*^‐induced cardiac dysplasia manifests after E12.5. These findings indicate that *Ctcf* ^*R567W/R567W*^ results in stunted cardiac development in embryos.

### 3.2 CTCF Heterozygous Mutation at R567W Leads to Impaired Cardiac Contractile Function in Adult Mice

Although *Ctcf* ^*+/R567W*^ heterozygous mice displayed no overt morphological abnormalities and appeared to undergo normal development, we aimed to evaluate whether the CTCF‐R567W mutation affected heart function. Echocardiography was performed on both wild‐type and *Ctcf* ^*+/R567W*^ mutant mice at 8 weeks of age. We observed a significant increase in left ventricular internal dimension at end‐systole (LVIDs) in *Ctcf* ^*+/R567W*^ mice compared to wild‐type mice (Figure 1i). Additionally, our data revealed a notable decrease in ejection fraction (EF) and fractional shortening (FS), coupled with an elevated heart rate (HR) in *Ctcf* ^*+/R567W*^ mice (Figure 1j–l). These findings suggest that *Ctcf* ^*+/R567W*^ results in impaired ventricular systolic function relative to wild‐type mice.

Apart from these observed differences, interventricular septal thickness (IVS), left ventricular anterior wall thickness (LVAW), and left ventricular internal dimension at end‐diastole (LVIDd) showed no abnormalities in *Ctcf* ^*+/R567W*^ mice (Figure S1l–p), consistent with the phenotypes observed in heart sections of embryonic mice (Figure 1d,h). Collectively, our data indicate that *Ctcf* ^*+/R567W*^ compromises heart contractile function, while this heterozygous mutation does not visibly impact the morphological phenotype.

### 3.3 *Ctcf* ^*R567W*^ ^*/R567W*^ Significantly Downregulates the Expression of Genes Associated With Cardiac Morphogenesis and Myocardial Contraction

To investigate whether the abnormal cardiac development induced by the *Ctcf* ^*R567W/R567W*^ mutation stemmed from alterations in proliferation or apoptosis in embryonic mice, we conducted EdU staining and TUNEL assay. Our findings revealed no significant impact of the *Ctcf* homozygous mutation on cellular proliferation or apoptosis of cardiomyocytes (Figure S2a–c). To elucidate the underlying mechanisms driving this mutation's effects on cardiac development, we performed RNA sequencing (RNA‐seq) experiments on hearts from E18.5 wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice. Comparison of the transcriptomes revealed minimal differences in differentially expressed genes (DEGs) between wild‐type and *Ctcf* ^*+/R567W*^ hearts (Figure 2a). Subsequently, we focused on the differences between homozygous and wild‐type mice to explore the mechanism of this mutation. *Ctcf* ^*R567W/R567W*^ hearts exhibited 64 upregulated genes and 148 downregulated genes (Figures 2a and S3a). Functional analysis of these DEGs revealed a significant enrichment of upregulated genes associated with kinase cascades and inflammatory immune responses in *Ctcf* ^*R567W/R567W*^ hearts (Figure S3b). However, downregulated genes were linked to striated muscle development, actin assembly, and cardiac morphogenesis (Figure 2b), including notable genes such as *Acta1*, *Myl9*, *Lmod2*, *Lmod3*, and *Cnn1* (Figure 2c). These findings correlate with the observed abnormal cardiac development phenotype in *Ctcf* ^*R567W/R567W*^ mutant mice. Furthermore, we noted a substantial decrease in genes associated with myocardial contractile function, including processes related to mitochondrial oxidative phosphorylation and calcium ion transmembrane signalling (Figure 2b,c).

**FIGURE 2:**
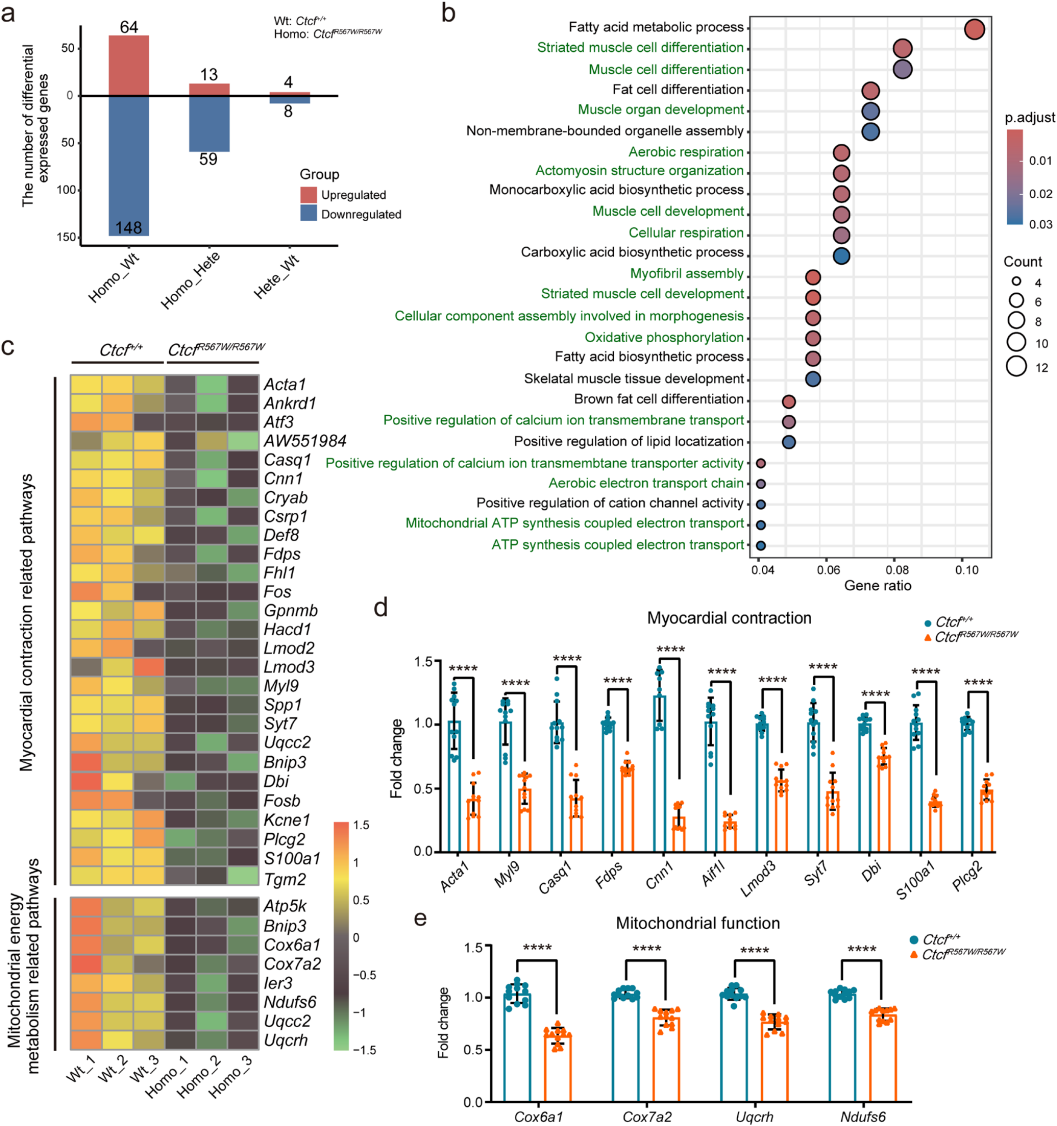
Impact of *Ctcf* ^*R567W/R567W*^ mutation on cardiac gene expression in E18.5 mice. (a), The number of differentially expressed genes (DEGs) among wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice in embryonic mouse hearts at E18.5. (b), Gene Ontology (GO) analysis of downregulated genes in wild‐type and *Ctcf* ^*R567W/R567W*^ mutant mice. Pathways related to myocardial contraction and mitochondrial energy metabolism are highlighted in green. (c), Heatmaps displaying enriched DEGs in embryonic hearts from wild‐type and *Ctcf* ^*R567W/R567W*^ mice at E18.5. Representative downregulated genes are listed in the box. (d‐e), RT‐qPCR analysis of mRNA levels of downregulated cardiac genes (*n* = 9–12 for *Ctcf* ^*+/+*^, *n* = 11–12 for *Ctcf* ^*R567W/R567W*^). All data are presented as mean ± SD. Multiple two‐tailed unpaired *t*‐tests (d and e). ****p < 0.0001. Detailed statistical data are available in the Source data.

To validate the transcriptional alterations induced by the CTCF‐R567W mutation, we performed reverse transcription followed by quantitative PCR (RT‐qPCR) analysis to assess the relative mRNA expression levels of genes in the cardiac tissues of E18.5 mice. Consistent with our expectations, the data revealed a significant reduction in the expression levels of genes associated with myocardial development and regulation of contraction function in *Ctcf* ^*R567W/R567W*^ mice compared to wild‐type counterparts (Figure 2d,e). Western blot experiments indicated no significant changes in the expression of mitochondrial outer membrane (OMM) protein VDAC, mitochondrial inner membrane (IMM) protein ATP5A, and mitochondrial matrix protein MTCO1 in *Ctcf* ^*R567W/R567W*^ hearts compared to wild‐type samples (Figure S3c,d), suggesting no effect on mitochondrial mass. However, the observed reduction in ATP production in cardiac tissue suggested potential mitochondrial dysfunction (Figure S3e), consistent with the GO analysis results described earlier (Figure 2b).

These findings collectively suggest that the homozygous CTCF‐R567W mutation disrupts normal gene expression in the heart of E18.5 mice.

### 3.4 Heterozygous CTCF‐R567W Mutation Leads to a Disorder of Mitochondrial Lipid Metabolism in the Adult Mouse Heart

To investigate the underlying mechanism of impaired cardiac contractile function in adult heterozygous mice, we conducted RNA‐seq experiments on hearts from both 8‐week‐old wild‐type and heterozygous mutant mice. 

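Heart RNA from 4 mice aged 8 weeks was sequenced, 2 wild-type and 2 *Ctcf* +/R567W, with 1 library per mouse and replicates numbered 1 and 2 in each genotype. Heterozygous mice carry the CTCF-R567W substitution on one *Ctcf* allele. The library protocol in the methods, written for E18.5 hearts, captured mRNA with beads before fragmentation. The authors trimmed reads with Trim Galore (0.6.10), aligned them to mm10 with STAR (2.7.4a) and quantified genes with RSEM (1.2.28) and deposited relative transcript abundances (TPM), in which every library has the same total. TPM keep no read depth, so the depth of each library is unknown and no interval for counting error is given. By identifier, 55141 genes of the table matched the GENCODE mouse annotation of the same genome build. A value above 0 was listed for 20573 and 20633 genes in the wild-type hearts and for 19916 and 20136 in the heterozygous hearts (replicates 1 and 2, in that order throughout).
A small number of genes held most of the TPM. The genes of the mitochondrial genome (named mt-) took 64.7% and 61.1% in the wild-type hearts and 68.6% and 62.6% in the heterozygous hearts. The difference between the means, 62.9% ± 2.52 and 65.6% ± 4.25 (SD, n = 2 each), was smaller than the spread between the heterozygous hearts (exact permutation test, two-sided, p = 0.667). Between same-numbered hearts the heterozygous share was higher by 3.90 and 1.46 percentage points (exact permutation test over the 2 pairs, p = 0.5, the smallest that 2 pairs allow). Another 14.1% and 14.9% in the wild-type and 17.2% and 19.8% in the heterozygous hearts lay on 10 nuclear pseudogenes whose sequence is at least 95% identical to a mitochondrial gene. The division of reads between a mitochondrial gene and such a copy is uncertain. Both classes together took 77.4% ± 2.00 and 84.1% ± 2.44 (SD, n = 2). Both heterozygous values lay above both wild-type values (exact permutation test, two-sided, p = 0.333, the smallest p that 2 mice against 2 allow). All other genes were left with 21.2% and 24.0% in the wild-type hearts and 14.2% and 17.6% in the heterozygous hearts.
Since TPM are shares of a fixed total, the values were divided by median-of-ratios factors, the scaling that DESeq2, the authors' tool, applies to counts. The factors were 1.09 and 1.26 for the wild-type and 0.818 and 0.903 for the heterozygous libraries. After 1 was added and log2 taken, the 10036 genes with a mean TPM of at least 1 were fitted with limma (empirical Bayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment). Fold changes are on this log2(scaled TPM + 1) scale, which understates the change of low genes. The scaling sets the level against which each gene is compared. With TPM as deposited, the median log2 fold change of all tested genes was -0.35, and with mt- genes removed and TPM rescaled it was -0.31. Removal of their nuclear copies as well, added after the values were seen, gave a median of 0.05. Deviations of same-numbered libraries from their genotype means correlated at 0.101 across genes, so values from a fit with the replicate number as a block are given as well, although same-numbered libraries come from different mice. *Ctcf* itself (chromosome 8, 105636568 to 105682922) stood at 6.07 ± 0.0689 scaled TPM in wild-type and 6.63 ± 1.24 in heterozygous hearts (SD, n = 2). Its log2 fold change was 0.10 (standard error 0.16, adjusted p = 0.814 from limma; 0.797 with the replicate block), and it was -0.29 with TPM as deposited and -0.21 with mt- genes removed. TPM do not show which allele a read came from.

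**Figure D1:**
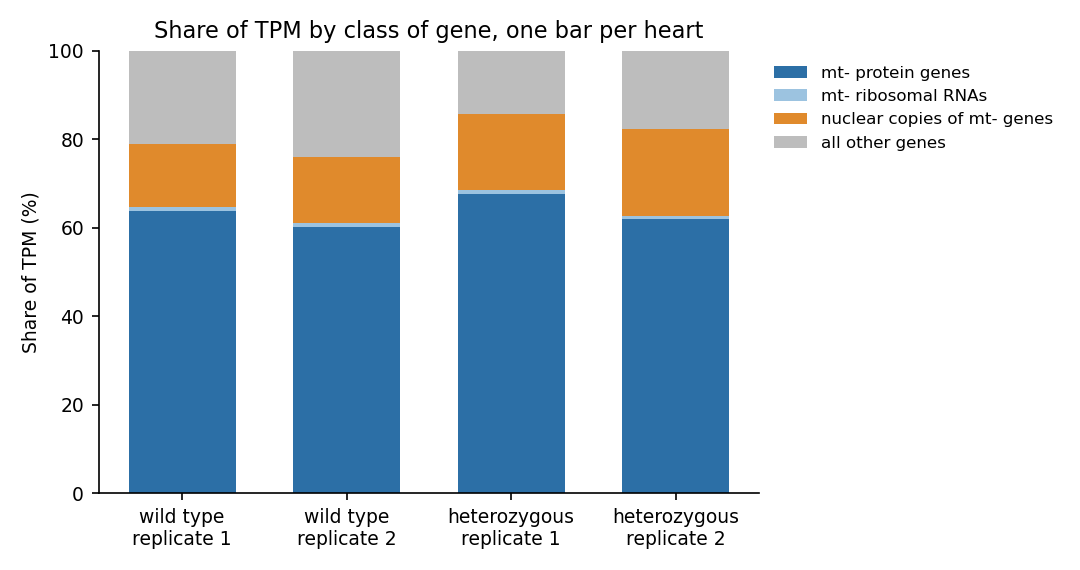
Share of TPM (%) taken by mt- protein genes, mt- ribosomal RNAs, nuclear copies of mt- genes and all other genes, with 1 bar for each of the 4 hearts. All other genes take between 14.2% and 17.6% in the heterozygous hearts and between 21.2% and 24.0% in the wild-type hearts.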

The results revealed that, compared with wild‐type mice, there were 67 genes exhibiting significant downregulation and 58 genes displaying significant upregulation in the hearts of heterozygous mice (Figure 3a). 

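At an adjusted p under 0.05 and a fold change over 1.5, the bounds of the 8-week lists in Data S2, limma on the scaled TPM called 2 genes downregulated and 0 upregulated. An unadjusted p under 0.05 was reached by 1224 of the 10036 tested genes, where 502 are expected by chance. Both libraries of one genotype lay above both of the other for 4712 genes (47.0%), a share that is 33.3% by chance. With the replicate number as a block, 7 genes were downregulated and 3 upregulated. The alternative that moved the counts most, removal of mt- genes with TPM rescaled, gave 12 and 2. The 2 genes called were the pseudogene *Gm8186* (chromosome 17, 26098991 to 26099221) and a second gene model of *Zc3h11a* (ENSMUSG00000116275.1, chromosome 1, 133619871 to 133661380). *Gm8186* had 11.6 and 10.2 TPM in the wild-type hearts and was listed at 0 in both heterozygous hearts. It is identical to the transcript of *Snrpg* over its 231 bases, so the origin of its reads is uncertain. The *Zc3h11a* model had 6.56 and 6.48 TPM in the wild-type hearts and was listed at 0 in both heterozygous hearts, and it overlaps another gene model of the same symbol that had between 35.7 and 74.9 TPM, so the division of reads between them is uncertain.
Of the 67 genes in the paper's list of downregulated genes, 64 could be tested and all 64 had a lower value in heterozygous hearts. Their log2 fold changes ran from -2.02 to -0.20 with a median of -0.71, and 52 exceeded 1.5-fold. Both heterozygous libraries lay under both wild-type libraries for 63 of them. Adjusted over the list alone, 60 had a p under 0.05, and adjusted over all tested genes 0 did, with a smallest adjusted p of 0.174 (60 had an unadjusted p under 0.05). Of the 58 genes in the list of upregulated genes, 54 were tested and all 54 had a higher value. Their log2 fold changes ran from 0.43 to 2.46 with a median of 0.72, and 49 exceeded 1.5-fold. All 54 had separate genotypes, 54 had an adjusted p under 0.05 over the list alone and 0 over all tested genes. As these lists were drawn from the same libraries, the adjustment over the list alone shows no stability. With the replicate block, 1 of the downregulated genes and 0 of the upregulated genes had an adjusted p under 0.05 over all genes.
*Ucp3*, a mitochondrial uncoupling protein gene (chromosome 7, 100472990 to 100486432), had 31.9 ± 8.51 scaled TPM in wild-type and 10.9 ± 1.53 in heterozygous hearts (SD, n = 2), a log2 fold change of -1.45 (standard error 0.22, adjusted p = 0.199 from limma; 0.0571 with the replicate block). *Slc25a34*, a mitochondrial carrier gene (chromosome 4, 141618824 to 141623821), fell from 6.31 ± 0.263 to 2.49 ± 0.455 scaled TPM, a log2 fold change of -1.07 (standard error 0.15, adjusted p = 0.174; 0.0826 with the block). Both passed 0.05 with TPM as deposited, at adjusted p values of 0.0220 and 0.0247. Among the upregulated genes, *Pla2g4e*, which encodes a phospholipase (chromosome 2, 120166412 to 120245335), rose from 2.45 ± 0.0730 to 5.87 ± 0.636 scaled TPM, a log2 fold change of 0.99 (standard error 0.14, adjusted p = 0.174; 0.0947 with the block). *Gm29331*, an antisense gene whose reads are uncertain because TPM do not show strand (chromosome 15, 98589990 to 98591090), rose from 12.4 ± 1.90 to 34.8 ± 4.50 scaled TPM, a log2 fold change of 1.41 (standard error 0.18, adjusted p = 0.174; 0.0856 with the block).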

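Gene sets for these processes were tested with limma's camera (inter-gene correlation preset at 0.01, two-sided, Benjamini-Hochberg adjustment over 5 sets), and each set's value is its mean log2 fold change minus that of all tested genes. The 37 tested fatty acid oxidation genes stood at -0.31 (adjusted p = 1.31e-08), with 31 of them under the mean of all genes. The 24 tricarboxylic acid cycle genes stood at -0.42 (adjusted p = 5.36e-10), with 23 under the mean. The 79 tested nuclear-encoded oxidative phosphorylation genes stood at -0.28 (adjusted p = 1.95e-10), with 70 under the mean. The 35 tested calcium handling genes stood at -0.09, with 21 under the mean, and did not pass (adjusted p = 0.0703). With the replicate number as a block, in view of the correlation of 0.101 between same-numbered libraries, the adjusted p values were 1.57e-08, 1.67e-10, 3.22e-11 and 0.0848 in the same order. For the sets that passed, the alternative that moved the adjusted p most was camera with an inter-gene correlation estimated from the 4 libraries, which gave 0.264 for the fatty acid oxidation and tricarboxylic acid cycle sets and 0.374 for the nuclear-encoded oxidative phosphorylation set. Calcium handling passed at a mean TPM of at least 5 (-0.14, adjusted p = 0.0117), at a pseudocount of 5 (0.0391), without a filter on low values (0.0445) and with TPM as deposited (0.0324). With the genes of the Data S2 lists taken out, the adjusted p values were 4.87e-05 for fatty acid oxidation, 3.21e-06 for the tricarboxylic acid cycle, 9.88e-10 for nuclear-encoded oxidative phosphorylation and 0.392 for calcium handling. A set of PPAR-alpha target and fasting genes, written as a check for differences in husbandry, stood at -0.61, with all 26 tested genes under the mean. A difference in feeding state between the mice was not excluded, so these set differences cannot be assigned to genotype alone.
The paper's list of downregulated genes was also set against these gene sets by Fisher's exact test over the 10031 distinct gene symbols among the tested genes. It held 9 fatty acid oxidation genes, where 0.236 are expected (adjusted p = 1.06e-11), 6 tricarboxylic acid cycle genes, where 0.153 are expected (adjusted p = 3.27e-08), and 3 calcium handling genes, where 0.223 are expected (adjusted p = 0.00350). It held 2 nuclear-encoded oxidative phosphorylation genes, where 0.504 are expected (adjusted p = 0.181).
Data S3 places 10 of the downregulated genes in fatty acid catabolic process, 12 in cellular respiration and 5 in calcium ion terms. *Hadha*, which encodes a subunit of the mitochondrial trifunctional protein (chromosome 5, 30118304 to 30155162), had 69.5 ± 1.01 scaled TPM in wild-type and 41.9 ± 2.18 in heterozygous hearts (SD, n = 2), a log2 fold change of -0.72 (standard error 0.17, adjusted p = 0.302 from limma; 0.223 with the block). *Ces1d*, a carboxylesterase gene (chromosome 8, 93166068 to 93197838), fell from 39.3 ± 2.21 to 17.1 ± 3.04 scaled TPM, a log2 fold change of -1.16 (standard error 0.18, adjusted p = 0.199; 0.0947 with the block), and passed with mt- genes removed (adjusted p = 0.0352). *Atp5c1*, which encodes a subunit of ATP synthase (chromosome 2, 10056016 to 10080510), fell from 298.1 ± 44.8 to 160.9 ± 16.4, a log2 fold change of -0.88 (standard error 0.21, adjusted p = 0.304; 0.207 with the block). Of the calcium genes, *Cacnb2*, a voltage-gated calcium channel subunit gene (chromosome 2, 14603088 to 14987908), fell from 16.7 ± 0.649 to 9.24 ± 0.767, a log2 fold change of -0.79 (standard error 0.15, adjusted p = 0.271; 0.182 with the block). *Hrc*, which encodes a calcium-binding protein of the sarcoplasmic reticulum (chromosome 7, 45335290 to 45338974), fell from 130.0 ± 15.6 to 74.2 ± 5.72, a log2 fold change of -0.80 (standard error 0.19, adjusted p = 0.308; 0.214 with the block). *Acadvl* (chromosome 11, 70010183 to 70015411) overlapped between genotypes, at 175.4 ± 15.1 and 153.8 ± 29.1 scaled TPM, a log2 fold change of -0.20 (standard error 0.21, adjusted p = 0.708; 0.707 with the block).

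**Figure D2:**
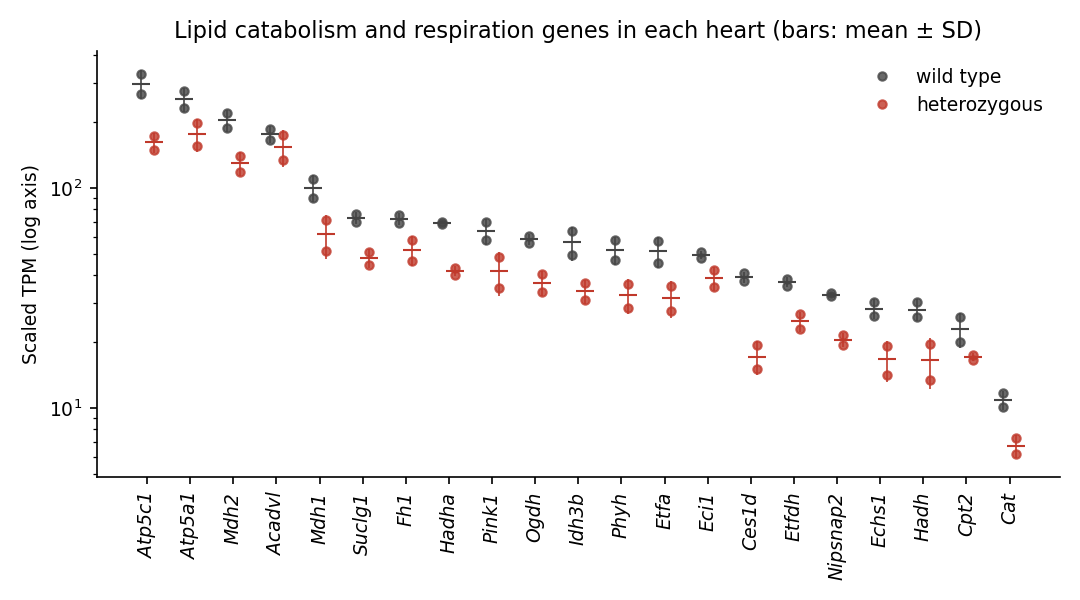
Scaled TPM (log axis) of the 21 downregulated genes of Data S2 that Data S3 places in fatty acid catabolic process or cellular respiration. Points are single hearts, horizontal marks are means and vertical bars are SD (n = 2 per genotype). For 20 of the genes both heterozygous hearts lie under both wild-type hearts, and *Acadvl* overlaps.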

GO enrichment analysis identified that the majority of downregulated genes are associated with biological processes related to mitochondrial lipid metabolism (encompassing mitochondrial fatty acid β‐oxidation and the tricarboxylic acid cycle), respiratory electron transport, and calcium ion transmembrane transport (Figure 3b). Meanwhile, the upregulated genes are mainly enriched in the oxidative phosphorylation pathway, including *MTATP6*, *MTCOX3*, *MTND2*, *MTND4*, and *Pde4a*, which encode mitochondrial respiratory chain enzymes (Figure 3c). These findings suggest that the CTCF‐R567W mutation leads to disruption of mitochondrial lipid metabolism in the hearts of heterozygous mice during adulthood, ultimately resulting in weakened myocardial contractility.

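The 13 protein-coding genes of the mitochondrial genome were all higher in heterozygous hearts after scaling, with log2 fold changes between 0.19 and 0.88 and a mean of 0.54, whereas with TPM as deposited 9 were higher and 4 lower (mean 0.10), and under quantile normalization 5 were higher and 4 lower. As a set they stood 0.55 above the mean of all tested genes (adjusted p = 4.37e-09 from limma's camera; 7.12e-10 with the replicate block, for a correlation of 0.101 between same-numbered libraries). With TPM as deposited, where the median of all genes was -0.35, the set stood 0.45 above the mean, with all 13 genes above it (adjusted p = 2.60e-10). With an estimated inter-gene correlation the adjusted p was 0.264. Under quantile normalization the set stood at -0.02 (adjusted p = 0.947). That setting holds the highest values of all libraries equal, so it cannot show a rise of the highest genes and does not count against one. The paper's list of upregulated genes held 4 of the 13, where 0.0700 are expected (Fisher's exact test, adjusted p = 1.72e-06).
*mt-Atp6* (MTATP6, mitochondrial genome, 7927 to 8607) had 30750 ± 4097 scaled TPM in wild-type and 56390 ± 1581 in heterozygous hearts (SD, n = 2), a log2 fold change of 0.88 (standard error 0.22, adjusted p = 0.319 from limma; 0.269 with the block), and of 0.43 with TPM as deposited. *mt-Nd2* (MTND2, 3914 to 4951) rose from 20390 ± 3032 to 32990 ± 2031, a log2 fold change of 0.70 (standard error 0.22, adjusted p = 0.346; 0.323 with the block). *mt-Nd4* (MTND4, 10167 to 11544) rose from 24520 ± 1562 to 38930 ± 445.5, a log2 fold change of 0.67 (standard error 0.21, adjusted p = 0.341; 0.335 with the block). *mt-Co3* (MTCOX3, 8607 to 9390) rose from 40830 ± 5934 to 63840 ± 3000, a log2 fold change of 0.65 (standard error 0.22, adjusted p = 0.357; 0.349 with the block). With TPM as deposited, the log2 fold changes of these 3 genes were 0.25, 0.22 and 0.21. For each of the 4 genes both heterozygous libraries lay above both wild-type libraries. *Pde4a*, a nuclear gene for a phosphodiesterase (chromosome 9, 21165714 to 21213248), rose from 9.76 ± 1.18 to 18.1 ± 2.21 scaled TPM, a log2 fold change of 0.83 (standard error 0.17, adjusted p = 0.286; 0.205 with the block).
Of the 58 upregulated genes of Data S2, 4 are mt- genes and 6 are their nuclear copies on chromosome 1. A block of 7 such pseudogenes spans 24611535 to 24616197 there and is between 99.7% and 100% identical to the mitochondrial genes. *Gm10925*, which is identical to *mt-Atp6* over its 678 bases, had a log2 fold change of 1.17 (standard error 0.21, adjusted p = 0.245; 0.205 with the block). Summed with its copy, *mt-Atp6* had a log2 fold change of 0.95. The copy of *mt-Co1*, *Gm29216*, had 3636 and 4088 TPM in the wild-type hearts and 8551 and 28290 in the heterozygous hearts, while *mt-Co1* had 108220 and 99327 against 106670 and 85128.

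**Figure D3:**
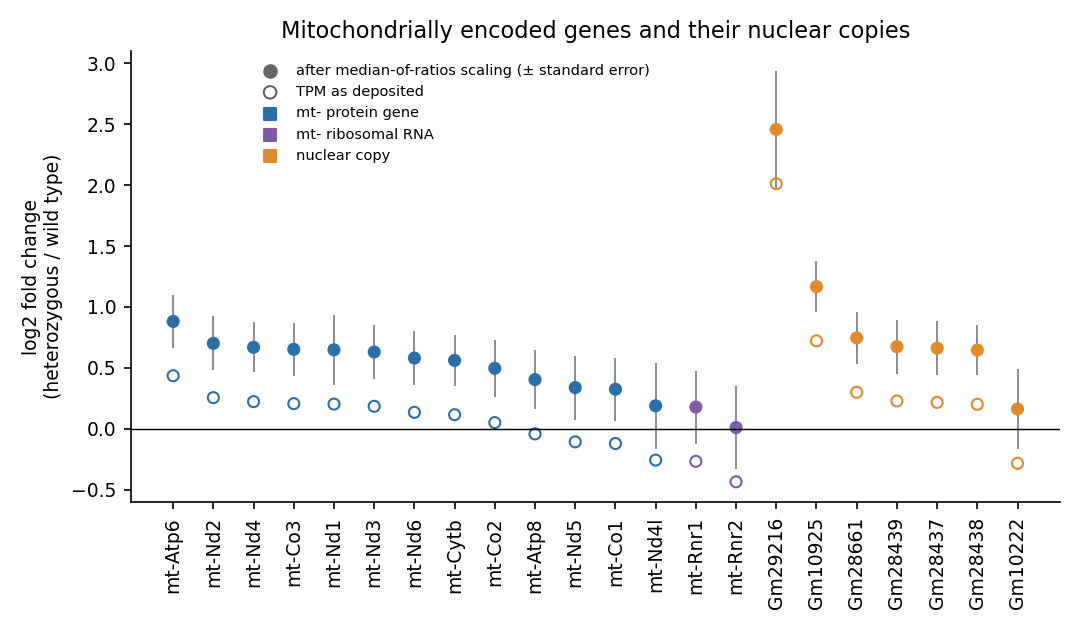
Log2 fold change, heterozygous over wild type, of the mt- protein genes, the mt- ribosomal RNAs and the nuclear copies on chromosome 1. Filled points are after median-of-ratios scaling, with bars of 1 standard error, and open points are TPM as deposited. The open points of *mt-Nd4l*, *mt-Nd5*, *mt-Co1*, *mt-Atp8*, *mt-Rnr1*, *mt-Rnr2* and *Gm10222* lie under 0 and their filled points above it.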

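In single hearts, the mean log2 value of the fatty acid oxidation genes relative to all tested genes was 1.95 and 2.03 in the wild-type and 1.62 and 1.73 in the heterozygous hearts. That of the tricarboxylic acid cycle genes was 2.79 and 2.94 against 2.35 and 2.55. The nuclear-encoded oxidative phosphorylation genes had 5.25 and 5.30 against 4.83 and 5.17, so that the heterozygous hearts differed from each other by more than the genotype means did. For the calcium handling genes the values were 1.39 and 1.47 against 1.34 and 1.34. In each of these sets both heterozygous hearts lay under both wild-type hearts, a separation for which an exact permutation test cannot give a two-sided p under 0.333. With each library left out in turn, the difference of the fatty acid oxidation set stayed between -0.37 and -0.26, that of the tricarboxylic acid cycle set between -0.52 and -0.32 and that of the nuclear-encoded oxidative phosphorylation set between -0.45 and -0.11. From the processes found among the downregulated and upregulated genes (Figure 3b,c), the paper proposes that the CTCF-R567W mutation disturbs mitochondrial lipid metabolism in the adult heterozygous heart and that weaker myocardial contraction follows from it.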

**FIGURE 3:**
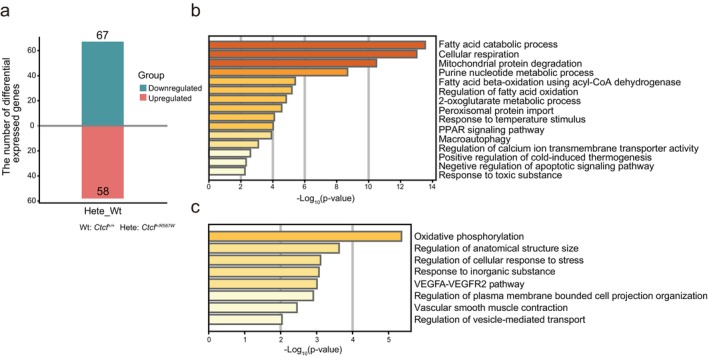
Effect of the *Ctcf* ^*+/R567W*^ mutation on myocardial contractile function in adult mice. (a), Number of DEGs identified between the hearts of 8‐week‐old wild‐type and *Ctcf* ^*+/R567W*^ mice. (b, c) GO analysis of downregulated (b) and upregulated (c) genes in the hearts of wild‐type and *Ctcf* ^*+/R567W*^ mutant mice at 8 weeks.

### 3.5 *Ctcf* ^*R567W*^ ^*/R567W*^ Homozygous Mutation Disrupts CTCF Genomic Binding and Its‐Mediated Chromatin Boundary in Mouse Cardiac Tissue

Our recent investigation has noted a reduction in CTCF binding due to the CTCF‐R567W mutation, with minimal impact on compartments of E18.5 hearts compared to wild‐type [28]. To further elucidate the alterations in the CTCF binding profile in mouse heart induced by the CTCF‐R567W mutation, we conducted a detailed analysis. Comparing *Ctcf* ^*R567W/R567W*^ hearts to wild‐type hearts, we observed 785 increased CTCF peaks and 5672 decreased CTCF peaks (Figures 4a and S4a). Examination of the genomic distribution of these altered peaks revealed their predominant occurrence in intergenic, intron, and promoter regions (Figure 4b), suggesting a significant influence of the CTCF‐R567W mutation on the genomic binding of CTCF in mouse cardiac tissue.

**FIGURE 4:**
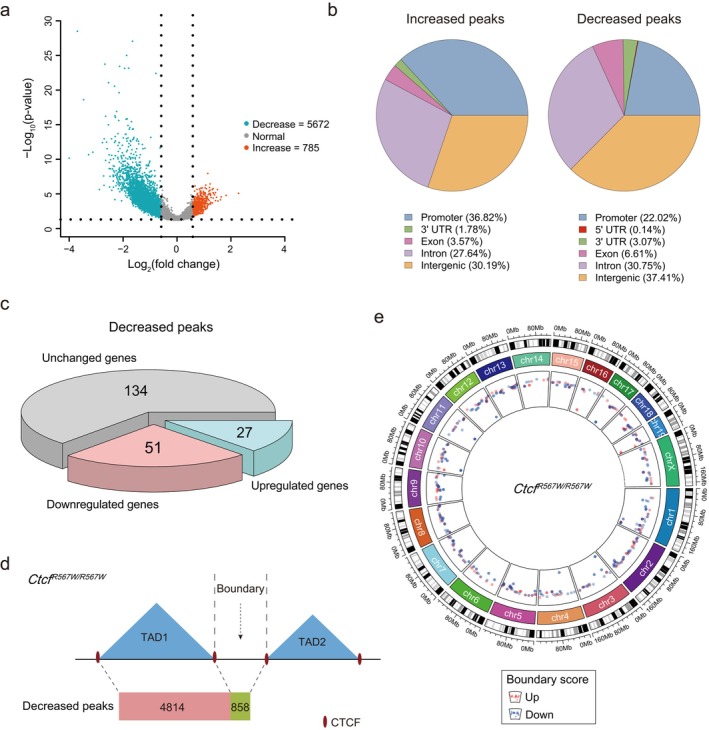
*Ctcf* homozygous mutation disrupts CTCF binding and its‐mediated boundary formation in mouse cardiac tissue. (a), Volcano plot illustrating the differential binding sites in wild‐type versus *Ctcf* ^*R567W/R567W*^ mutation. Orange and blue points signify regions with significantly increased or decreased binding sites, respectively. (b), Annotations of genomic locations of differential binding sites for CTCF peaks. Positions of promoters (+/− 2.5 kb around TSS), 3'UTR, 5'UTR, exons, introns, and intergenic regions are noted. (c) Pie chart depicting the number of DEGs with decreased CTCF peaks proximal to the gene. (d) Model diagram illustrating the distribution of CTCF peaks with decreased binding sites within TADs and at boundary regions. (e) Analysis of TAD boundary scores following *Ctcf* homozygous mutation. Each point represents a region, with red and blue points identifying regions with significantly increased or decreased TAD boundary scores, respectively (|scores| > 2).

To further elucidate the correlation between changes in CTCF peaks and alterations in gene expression due to the CTCF‐R567W mutation, we quantified the number of DEGs with decreased CTCF peaks proximal to the gene (Figure 4c). We observed 51 downregulated genes with decreased CTCF peaks nearby (Figures 4c and S4b), with approximately half of these genes being implicated in cardiac development or myocardial function (Figure S4b, in red). The tracks of the downregulated genes, *Ehd4* and *Uqcrh*, were presented as illustrative examples demonstrating a conspicuous decrease in CTCF peaks near the genes (Figure S4c). These results indicate a close correlation between the downregulation of myocardial‐related genes and the decrease in CTCF binding peaks.

CTCF is conventionally situated at chromatin region boundaries, contributing to the maintenance of TAD structure in mammals [10, 43]. We subsequently investigated the distribution of decreased CTCF peaks within chromatin TADs with or without the CTCF‐R567W homozygous mutation. Our analysis revealed that 4814 (84.9%) of the decreased CTCF sites were situated within the TAD region, while 858 (15.1%) were positioned at the TAD boundary regions in *Ctcf* ^*R567W/R567W*^ hearts (Figure 4d). Furthermore, we examined alterations in boundary scores across the entire genome following the CTCF‐R567W homozygous mutation. Our findings showed that 227 boundary scores increased while 346 decreased in genomic regions of *Ctcf* ^*R567W/R567W*^ hearts (Figure 4e). These results strongly indicate that the CTCF‐R567W homozygous mutation may indeed impact local chromatin boundaries.

### 3.6 CTCF‐R567W Homozygous Mutation Disturbs TAD Structure and Reduces the Interaction Between Gene Promoters and Enhancers in E18.5 Heart

The failure of CTCF to bind at TAD boundaries disrupts their ability to segregate contacts between domains, leading to the merging of neighbouring TADs [4]. Upon our previous analysis, we have observed partial alterations in TAD structures due to the *Ctcf* ^*R567W/R567W*^ mutation [28]. Furthermore, we found that 322 TADs underwent fusion, 114 displayed separation, and 106 exhibited subTAD confusion, respectively (Figure 5a). Remarkably, 2324 TADs remained unchanged amidst these alterations in *Ctcf* ^*R567W/R567W*^ hearts (Figure 5a).

**FIGURE 5:**
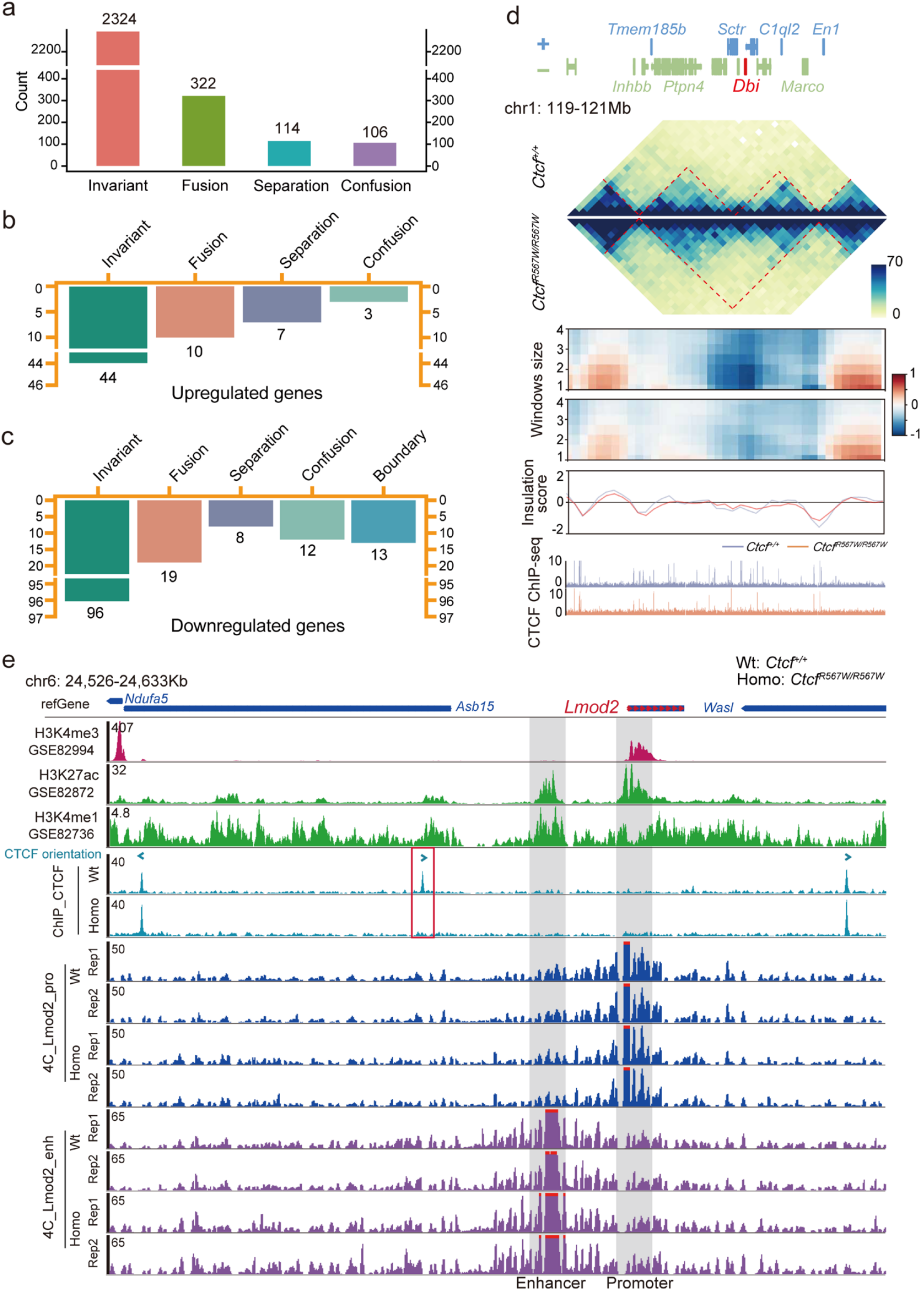
Impact of *Ctcf* homozygous mutation on TAD structure of cardiac‐specific gene *Dbi* and interaction between *Lmod2* gene promoter and its enhancer. (a) Number of TADs corresponding to the four types of TAD models induced by the homozygous mutation. (b, c) Statistical counts of the upregulated (b) and downregulated (c) genes in different type of TADs and boundary regions after the homozygous mutation. (d) Visualisation of the TAD structure, boundary scores, insulation scores, and CTCF binding within the vicinity of the *Dbi* gene in wild‐type versus *Ctcf* homozygous mutation. (e) 4C tracks illustrating interactions mediated by the *Lmod2* promoter and its potential enhancer in heart tissues of both wild‐type and *Ctcf* ^*R567W/R567W*^ mice. The red frame highlights the lost CTCF peak.

To explore the correlation between differentially expressed genes and changes in TAD structure, we quantified the alterations in TAD structure proximal to the differentially regulated genes (Figure 5b,c), particularly focusing on TAD structure adjacent to downregulated genes. Our statistical analysis revealed that 39 downregulated genes were associated with fusion, separation, and confusion induced by the *Ctcf* ^*R567W/R567W*^ mutation, while the TAD structures of 96 downregulated genes remained unchanged (Figure 5c). Notably, nearly half of these downregulated genes were linked to myocardial contraction and mitochondrial function, including *Cnn1*, *Myl9*, *Ndufs6*, *Atp5k*, *Lmod2*, *Dbi*, *Fdps*, *Syt7*, and *Cryab* among others (Figures S5, in red, and 2c).

To visually understand the relationship between DEGs, CTCF binding, and TAD structure, we illustrated with *Dbi* as an example. We examined the TAD structure, insulation fraction, and CTCF binding within the neighbouring 2 Mb regions (119–121 Mb). Our analysis revealed fusion of the TAD located in the *Dbi* locus with its adjacent TAD (Figure 5d). Specifically, the CTCF‐R567W mutation resulted in diminished CTCF binding near the *Dbi* gene, leading to reduced boundary insulation and subsequent fusion of two adjacent TADs (Figure 5d). These findings indicate that the homozygous CTCF‐R567W mutation induces abnormal expression of genes associated with myocardial structure and function by altering their associated TAD structures.

In the hearts of *Ctcf* ^*R567W/R567W*^ mice, we observed a decrease in the transcription level of the *Lmod2* gene (Figure 2c), along with the loss of CTCF binding at the upstream proximal CTCF peak (Figure 5e). CTCF facilitates EP interactions [44, 45]. To investigate the impact of CTCF mutation on the expression of heart‐associated genes, we utilised QHR‐4C (Quantitative high‐resolution chromosome conformation capture copy) to explore the potential interaction of the enhancer‐associated region of *Lmod2* (Figure 5e). Using the *Lmod2* promoter as a bait, we found that *Ctcf* ^*R567W/R567W*^ significantly attenuated the interaction between the potential upstream enhancer and the *Lmod2* promoter in mouse hearts (Figure 5e), consistent with the observed downregulation of *Lmod2* gene expression (Figure 2c). Furthermore, we examined alterations in the interactions of the potential enhancer with nearby elements, focusing on the enhancer as the viewpoint. Our findings indicate that the deletion of upstream CTCF sites in *Lmod2* leads to an obvious enhancement of the interaction between the potential enhancer and the upstream region in *Ctcf* ^*R567W/R567W*^ mouse hearts, compared to their wild‐type counterparts (Figure 5e). These results suggest that the CTCF‐R567W homozygous mutation alters the regulatory pattern of the potential enhancer of the *Lmod2* gene, resulting in a downregulation of gene expression.

Overall, our data demonstrate that the CTCF‐R567W homozygous mutation disrupts normal cardiac development by impairing CTCF binding and the interaction between enhancers and promoters of genes related to heart development, ultimately resulting in the downregulation of gene expression implicated in myocardial contraction and mitochondrial energy metabolism. In summary, R567 within CTCF plays a crucial role in embryonic heart development and maturation in mice.

## 4 Discussion

CTCF mutations inflict extensive impairments on various vital organs, including the brain, heart, skeletal muscles, bones, and genitourinary system [22]. In this study, histochemical experiments and multi‐omics analysis were conducted on mouse hearts harbouring the CTCF‐R567W point mutation. Our findings revealed that the CTCF‐R567W homozygous mutation significantly reduced CTCF's binding to the heart genome, leading to altered chromatin interactions. This dysregulation affected numerous key transcription factors involved in heart development, ultimately resulting in cardiac developmental arrest after E12.5 during the embryonic stage, accompanied by notable morphological defects.

Statistical analysis of organ and body weights in E18.5 mice demonstrated that CTCF‐R567W homozygous mutant mice generally exhibit smaller body and organ sizes, including the heart, compared to their wild‐type and heterozygous counterparts. Therefore, it is not surprising that there is no significant difference in the heart coefficient ratio. In heart sections of *Ctcf* ^*R567W/R567W*^ mice, a significantly smaller ventricular proportion and trabecular hyperplasia were observed, leading to narrowing of the ventricular cavity and notable birth defects such as ventricular muscle incomplete compaction, consistent with symptoms of left ventricular noncompaction cardiomyopathy (LVNC) [46, 47, 48]. Notably, patients with LVNC often present with other cardiomyopathies, such as hypertrophic cardiomyopathy (HCM), dilated cardiomyopathy (DCM), or heart failure (HF) [46, 49]. The CTCF‐R567W homozygous mice displayed symptoms of cardiomyocyte hypertrophy, corroborating previous reports [46, 49]. The stagnation of endocardial myocardium morphogenesis, attributed to the failure of the myocardial compaction pathway, resulted in postnatal incomplete cardiac myocyte densification [46, 49, 50]. Additionally, we observed a pallid and anaemic appearance in the hearts and entire bodies of *Ctcf* ^*R567W/R567W*^ mice. This observation suggests that the mutation may significantly impede cardiac haemodynamics and systemic blood circulation, resulting in inadequate myocardial perfusion and impairing various physiological functions [51, 52, 53].

Our transcriptomic analysis unveiled significant downregulation of genes involved in cardiomyocyte development and myofibril assembly in *Ctcf* ^*R567W/R567W*^ mice at E18.5. Genes responsible for ventricular noncompaction typically encode sarcomere or myocardial skeleton proteins [48, 54], potentially contributing to the observed myocardial compaction failure in *Ctcf* ^*R567W/R567W*^ hearts. Moreover, substantial downregulation of genes involved in calcium ion transport and processes related to mitochondrial energy metabolism, including fatty acid metabolism. The mitochondrial oxidative phosphorylation system plays a pivotal role in cellular metabolism, serving as the primary mechanism for energy generation in eukaryotic cells [55]. ATP, driven by the electron transport chain, is the principal energy carrier in nearly all cellular processes and the primary energy source for cardiomyocyte contraction [55]. Given the substantial energy demand for the heart's contraction and relaxation, the heart maintains energy reserves sufficient for only a limited number of beats [56]. Previous research has associated mitochondrial disorders with the progressive deterioration of myocardial structure and function, involving various theories, including mitochondrial DNA (mtDNA) mutation/damage, lipid metabolism disorders, mitochondrial calcium ion overload, and mitochondrial dynamic imbalance [57]. While our study did not uncover evidence that the CTCF‐R567W homozygous mutation directly affects mitochondrial structure, the significant downregulation of related genes strongly suggests a disruption in mitochondrial function.

In this study, while the heterozygous mutant hearts exhibited normal morphology, echocardiography data revealed a notable reduction in cardiac function characterised by impaired left ventricular muscle contraction and a significantly higher heart rate in adult *Ctcf* ^*+/R567W*^ mice compared to wild‐type counterparts. Transcriptome sequencing analysis of adult mice uncovered a significant downregulation of numerous genes associated with mitochondrial lipid metabolism in heterozygous mouse hearts, which is consistent with the observed impaired cardiac function. The mitochondrial electron transport chain employs oxidative phosphorylation via a series of electron transfer reactions to generate cellular ATP [58]. The rate of oxidative phosphorylation is significantly influenced by the ATP/ADP ratio. In the presence of mitochondrial dysfunction and reduced ATP levels, there is an upregulation in the rate of oxidative phosphorylation to meet cellular energy demands. In adult heterozygous mouse hearts, we observed a concomitant upregulation in the gene expression encoding mitochondrial respiratory chain enzymes, potentially serving as a compensatory mechanism aimed at enhancing oxidative phosphorylation. *Ctcf* ^*R567W/R567W*^ mice with evident morphological defects may exhibit more severe cardiac dysfunction. It is plausible that the significant cardiac dysfunction may contribute to the absence of homozygous *Ctcf* patients in clinical settings. Notably, our findings offer a potential explanation for the fatigue observed in adult *Ctcf* ^*+/R567W*^ mice during the rotating rod behavioural test [28].

Homozygous mutations in CTCF‐R567W in the embryonic heart can result in gene dysregulation and severe cardiac defects. However, this mutation does not induce extensive changes in TADs. Instead, the alterations appear to be localised, with approximately 81% of TADs remaining stable. Consistent with related studies by other researchers, *Ctcf* deletion led to severe fetal death and abnormal cardiac development without causing dysregulation of gene expression across a wide range of chromatin domains [25, 59]. The CTCF‐R567W homozygous mutation leads to the downregulation of crucial genes in the heart, although most of them show no changes in TAD structure, while their EP interactions are affected. In other words, CTCF facilitates tissue‐specific EP interactions of major regulators involved in cardiac development programs [25].

Lmod2 plays a pivotal role in regulating actin filament assembly and serves as a vital component of actin myofilaments in cardiac cells [60]. Our findings indicate that the loss of CTCF at the upstream region of the *Lmod2* gene results in enhanced interactions between nearby potential enhancer and upstream distal elements, while the regulation of the target gene (*Lmod2*) is relatively weakened. We speculate that this is a consequence of the loss of CTCF insulator function, leading to selective regulation of the enhancer.

In conclusion, this study revealed the molecular mechanism underlying heart abnormalities in CTCF‐R567W mice, which is of great significance for understanding the pathogenesis of heart disease and for future diagnosis and treatment strategies. Furthermore, our findings underscore the significance of CTCF‐R567 for normal development and maturation of the embryonic heart, providing additional insights into the guiding role played by CTCF‐mediated loops in regulating and maintaining cardiac gene expression.

## 5 Limitations of This Study

We acknowledge several limitations in our study. While echocardiography and RNA‐seq analysis demonstrated a significant impairment in cardiac function of heterozygous mice at 8 weeks of age compared to wild‐type mice, our findings revealed no significant differences in the transcription levels of genes in their hearts at E18.5. This phenomenon may be attributed to several factors. One possible explanation is the cumulatively biological effects, where subtle alterations at an early developmental stage (E18.5) gradually accumulate over time. Combined with the continuous high‐intensity workload of the heart, these cumulative effects could ultimately manifest as detectable cardiac dysfunction in adult mice. Additionally, we must consider the potential dosage effect of CTCF, a crucial structural protein for cell survival. Despite a substantial knockdown of CTCF levels (over 80%), the majority of chromatin structures appear to remain intact, leading to a comparatively modest impact on gene expression [61]. During the early developmental stages, compensatory mechanisms may effectively mask the initial effects of CTCF mutation. However, as the mice age and these compensatory mechanisms become inadequate, the underlying cardiac damage may become more evident. These limitations underscore the complexity of the relationship between genetic alterations and functional outcomes in cardiac development, necessitating further investigation to elucidate the mechanisms at play.

## Author Contributions

H.Y. conceived the project and designed the experiments. H.R., J.Z. and Y.L. performed the experiments. H.Z. and G.H. performed bioinformatic analysis. N.M. and W.D. contributed to the work. H.Y., H.R., J.Z. and H.Z. wrote the manuscript. H.Y. supervised this study.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** Effect of CTCF‐R567W mutation on cardiac phenotype and function in mice. (a–e), Organ weight statistics, including liver (a), brain (b), lung (c), kidney (d), and spleen (e) in wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5 (*n* = 6–8 for *Ctcf* ^*+/+*^ and *Ctcf* ^*+/R567W*^; *n* = 3–5 for *Ctcf* ^*R567W/R567W*^). Exact *p*‐values are indicated in the figure. (f), Representative HE staining images of embryonic mouse liver, kidney, and spleen from wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5. Scale bars, 100 μm (liver), 50 μm (kidney), and 60 μm (spleen). (g), Representative fluorescence images of immunostained cardiomyocytes with wheat germ agglutinin (WGA, green) in wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice at E18.5. Scale bars, 10 μm. (h) Quantitative analysis of g. At least 60 myocardial cells from 3 hearts were analysed for each genotype. (i), Representative Masson staining images in E18.5 hearts from wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice. Scale bars, 100 μm. (j,k), Representative images (j) and quantitative analysis (k) of Masson staining in the hearts of 8‐week‐old wild‐type and *Ctcf* ^*+/R567W*^ mice (*n* = 3 for each genotype). Scale bars, 100 μm. (l–p), Echocardiographic analysis of 8‐week‐old wild‐type (*n* = 7) and *Ctcf* ^*+/R567W*^ mice (*n* = 8). LVIDd, left ventricular internal dimension at end‐diastole (l); IVSd, interventricular septal thickness at end‐diastole (m); LVAWd, left ventricular anterior wall thickness at end‐diastole (n); IVSs, interventricular septal thickness at end‐diastole (o); LVAWs, left ventricular internal dimension at end‐systole (p). All data are presented as mean ± SD. One‐way ANOVA with Dunnett’s multiple comparisons test (a–e and h) and two‐tailed unpaired t‐tests (k–p); ****p < 0.0001, ns, not significant. Detailed statistical data are available in the Source data.

**Figure S2.** Effect of *Ctcf* ^*R567W/R567W*^ mutation on cardiomyocyte proliferation and apoptosis in E18.5 mice. (a, b) Schematic (top), representative images (left), and quantitative analysis (right) for EdU‐labelled proliferative cells (red) and cTnT‐stained cardiomyocytes (green) in E18.5 embryonic hearts from wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice. 16 enlarged fields of view were randomly selected for each genotype. Scale bars, 50 μm. (c) Representative images for TUNEL staining in E18.5 embryonic heart tissues from wild‐type, *Ctcf* ^*+/R567W*^, and *Ctcf* ^*R567W/R567W*^ mice. Scale bars, 50 μm. All data are presented as mean ± SD. Two‐tailed unpaired *t*‐tests (b); ns, not significant. Detailed statistical data are available in the Source data.

**Figure S3.** Effect of *Ctcf* homozygous mutation on cardiac gene expression in E18.5 mice. (a) Heatmap illustrating expression changes of genes in hearts from wild‐type and *Ctcf* ^*R567W/R567W*^ mice. (b) GO analysis of upregulated genes in wild‐type versus *Ctcf* ^*R567W/R567W*^ mice. (c–d), Western blot analysis (c) and quantification (d) of mitochondrial OMM proteins (VDAC), IMM proteins (ATP5A), and mtDNA‐encoded IMM proteins (MTCO1) in E18.5 embryonic hearts from wild‐type and *Ctcf* ^*R567W/R567W*^ mice (*n* = 3 for each genotype). Exact *p*‐values are indicated in the figure. (e) Measurement of ATP concentration in E18.5 embryonic hearts from wild‐type and *Ctcf* ^*R567W/R567W*^ mice (*n* = 10 for each genotype). Exact *p*‐values are indicated in the figure. All data are presented as mean ± SD. Two‐tailed unpaired *t*‐tests (d, e). Detailed statistical data are available in the Source data.

**Figure S4.** Correlation analysis between changes in CTCF peaks and alterations in gene expression in the CTCF‐R567W mutation. (a) Heatmaps displaying CTCF ChIP‐seq signals at regions exhibiting differential binding sites in wild‐type versus *Ctcf* ^*R567W/R567W*^ mutation. Average profiles are shown above the corresponding heatmaps. (b) Heatmaps revealing 51 downregulated genes with decreased CTCF peaks nearby. Genes related to myocardial development are highlighted in red. (c), ChIP‐seq signal tracks providing insights into differential CTCF occupancy near *Ehd4* and *Uqcrh* genes in wild‐type and *Ctcf* ^*R567W/R567W*^ mutation.

**Figure S5.** Association analysis of RNA‐seq and Hi‐C data. Ring heatmap illustrating downregulated genes adjacent to altered TADs. Genes involved in myocardial development pathways are highlighted in red.

**Data S1.** Lists of primer sequences used for RT‐qPCR and 4C experiments.

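For the 8-week hearts, Data S2 gives the log2 fold change and adjusted p from the authors' DESeq2 run for each listed gene. In these lists the paper's smallest fold changes are 1.51 among the downregulated and 1.50 among the upregulated genes, and its largest adjusted p values are 0.0499 and 0.0497. Of the listed genes, 15 downregulated and 12 upregulated genes pass the criteria given in the methods, a fold change over 2 and an adjusted p under 0.01. Across the 118 listed genes that could be tested on the scaled TPM, the log2 fold changes computed here and the paper's correlated at 0.972, at 0.791 within the downregulated and at 0.801 within the upregulated genes. These correlations are across genes of the same libraries, and genes are not independent replicates.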

**Data S2.** DEGs from heart tissues RNA‐seq data.

**Data S3.** GO pathway analysis.

**Data S4.** MAnorm results.

**Data S5.** Source data.

## Data Availability

The RNA‐seq and 4C‐seq data reported in this article have been deposited in the Gene Expression Omnibus (GEO) database (GSE262508, GSE276744, and GSE276654), and in the Genome Sequence Archive database in the National Genomics Data Center (GSA) under accession code CRA015551. Published ChIP‐seq and BL‐Hi‐C data (GSE214692) were used in this paper. All the other data generated or analyzed during this study are included within the article and supporting information.

How the deposited data were processed for this re-analysis (not part of the article)

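The data are gene expression values from the hearts of 4 mice aged 8 weeks, 2 wild-type and 2 *Ctcf* heterozygous, with 1 library per mouse. The groups follow the genotype, age and replicate number given for each library, and the genotypes and age are those of the paper's Results. Data of the other experiments of the paper were not analysed here.

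The authors deposited TPM values per gene. They trimmed reads with Trim Galore (0.6.10), aligned them to mm10 with STAR (2.7.4a) and quantified genes with RSEM (1.2.28), as the methods state for the RNA-seq data. The deposited values are rounded to 2 decimals, and the annotation release is not named in the paper's text. Read counts per gene, to which the authors applied DESeq2, were not used here, so that test was not repeated and no count model was fitted. TPM keep no depth, so the depth behind a value and its counting error are unknown. An exact 0 may be an estimate that failed, and such genes are described as listed at 0.

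From there, each library was divided by a median-of-ratios factor computed over the genes above 0 in every library, a pseudocount of 1 was added and log2 was taken. Genes with a mean TPM of at least 1 over the 4 libraries were tested, 10036 in all. The model was fitted with limma (3.58.1) in R (4.3.3), with lmFit and eBayes with trend, two-sided, with Benjamini-Hochberg adjustment over all tested genes. Genes were called at an adjusted p under 0.05 and a fold change over 1.5. The prior of the empirical Bayes step had 4.64 degrees of freedom. All adjusted p values of single genes are from this limma model. With 2 mice in each group the smallest two-sided p of an exact permutation test of 1 gene is 0.333. Gene sets were tested with camera from limma, with a preset inter-gene correlation of 0.01, and adjusted over 5 sets of processes the paper names and over 9 sets that check for other differences between the hearts. Mitochondrial pseudogenes were found by aligning transcripts with BLAST+ (2.17.0) at a minimum of 95% identity over 80% of the length. Coordinates are those of the GENCODE annotation of mm10, to which 55141 gene identifiers matched without their version number. GC content and transcript length were known for 10031 of the tested genes. Tables were prepared with Python (3.11.15) and pandas (2.3.3).

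The sample mapping, the design of each test, the gene sets of both kinds, the rule for named genes and most of the alternatives were chosen before the data were examined. The rule names the genes the Results give for the 8-week hearts, *Ctcf*, the 10 genes with the smallest adjusted p of each 8-week list in Data S2, the listed genes in the fatty acid catabolic process, cellular respiration and calcium ion terms of Data S3, the genes also listed at E18.5 for homozygous hearts, the 13 mt- protein genes and up to 5 genes with the largest rise and fall past the threshold. It names 65 genes, of which 64 were tested. Nuclear copies, *Snrpg* and the genes given outside that rule were chosen after their values were seen.

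Same-numbered libraries were paired only by the replicate numbers in the sample labels, and they are different mice. Their deviations from the genotype means correlated at 0.101 across genes, and the limma and camera results were therefore also fitted with the replicate number as a block. Shares of TPM were compared between same-numbered libraries as well for the mt- genes, and the overlaps with the paper's lists have no block. The other alternatives were pseudocounts of 0.1 and 5, no filter on low values, a mean TPM of at least 5, TPM as deposited, removal of mt- genes, quantile normalization, a loess correction for GC content and transcript length with and without the block, eBayes without trend or robust, other thresholds, an estimated inter-gene correlation, gene sets without the Data S2 genes, and each library left out in turn. Removal of mt- genes together with their nuclear copies, and summing of gene models with one symbol and of nuclear copies, were added after the values were seen.

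The scripts were tested on simulated data. Of 200 genes changed by known amounts 196 were called, with 24 false calls among 9836 unchanged genes. The simulated noise was drawn independently for each gene from the variances after the empirical Bayes step, so it held no correlation between genes. The share called therefore does not show how many changes of like size the fit would find in the hearts. When no gene was changed, 7 of 10036 genes were called, more than the 2 called in the hearts. An adjusted p under 0.05 should give no call in most such runs, so the adjusted p values of single genes may be too small. By number alone, the 2 calls cannot be told apart from false ones. A set lowered by 0.3 was found at -0.30, and a slope of 0.25 on GC content was brought to -0.002 by the correction. The correlation between libraries over all tested genes was between 0.966 and 0.981.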

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

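The tests of atrial tissue, of overlapping *Zc3h11a* gene models, of reads shared between *Gm8186* and *Snrpg* and of genes of like GC content and length were chosen only after the results were seen, while the corrections for GC content and transcript length were chosen before.

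The atrial gene set, which lies outside the processes tested for the paper's conclusions, stood 0.62 above all tested genes in heterozygous hearts, with all 8 tested genes higher than the mean (adjusted p = 0.0246 from limma's camera; 3.18e-05 with the replicate block, at a correlation of 0.101 between same-numbered libraries; 5.56e-06 to 0.915 over the alternatives). The mean log2 values in single hearts were 1.25 and 2.33 in wild-type and 2.14 and 2.68 in heterozygous mice, so the genotypes overlap, although between same-numbered hearts the heterozygous value was higher by 0.89 and 0.35. *Nppa* had 427.0 and 1517 TPM in the wild-type and 827.2 and 1571 in the heterozygous hearts. The mean difference within genotypes was 1.31 times the difference between them. This ratio takes no account of the replicate numbers, and it cannot show whether the amount of atrial tissue in the samples differed by genotype. After correction for GC content and transcript length 100.9% of the difference was left, and genes of like GC content and length outside the set stood at -0.0307. With each library left out in turn the set ranged from 0.08 to 1.15. The amount of atrial tissue remains as an explanation, and the pattern cannot be told apart from it.

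The sarcomere and thin filament set stood at -0.15 in heterozygous hearts, with 21 of 32 genes under the mean (adjusted p = 0.0358 from limma's camera; 0.0344 with the replicate block; 0.00696 to 0.915 over the alternatives). This set too lies outside the processes tested for the paper's conclusions, and the paper's downregulated list holds *Lmod2* from it. Single hearts stood at 4.37 and 4.44 in wild-type and 4.22 and 4.29 in heterozygous mice. After correction for GC content and transcript length 100.5% of the difference was left, and genes of like GC content and length outside the set stood at 0.00830. The set no longer passed at a pseudocount of 0.1 (adjusted p = 0.0690), without the Data S2 genes (0.0748), with mt- genes and their nuclear copies removed (0.0551) or with an estimated inter-gene correlation (0.915). Different proportions of cell types in the samples were not tested, so a hypothesis that sarcomere genes are lower in heterozygous hearts remains open.

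*Gm8186* was called downregulated and is not in Data S2. It had 11.6 and 10.2 TPM in the wild-type hearts and was listed at 0 in both heterozygous hearts, a difference of -3.37 on the log2(scaled TPM + 1) scale (adjusted p = 0.00227 from limma; 0.00160 with the replicate block). This processed pseudogene on chromosome 17 is identical to the *Snrpg* transcript over all of its 231 bases, and *Snrpg* had 3.12 and 2.55 TPM in the wild-type and 4.35 and 2.91 in the heterozygous hearts. The log2 fold change of *Snrpg* was 0.59, the direction that shared reads would give. The sum of both was 2.46-fold higher in the wild-type hearts, but TPM are divided by transcript length, so that reads moving between genes of different length do not keep the sum, and shared reads remain as an explanation. Over the alternatives the adjusted p of *Gm8186* ran from 5.98e-05 to 0.266, the latter without the filter on low values. A strain variant at this locus or a failed estimate was not tested, and both remain as well.

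The second *Zc3h11a* gene model (ENSMUSG00000116275.1) was also called and is not in Data S2. It had 6.56 and 6.48 TPM in the wild-type hearts and was listed at 0 in both heterozygous hearts, a difference of -2.72 on the same scale (adjusted p = 0.00227 from limma; 0.00284 with the replicate block). Over the alternatives its adjusted p ran from 0.000138 to 0.266. The other *Zc3h11a* model had 62.3 and 74.9 TPM in the wild-type and 63.5 and 35.7 in the heterozygous hearts. The sum of both models differed by 1.15-fold, where loss of the second model alone would change it by 1.09-fold, so the sum cannot show whether reads were divided differently between the overlapping models. When gene models with one symbol were summed, an alternative chosen after the values were seen, *Gm8186* was the 1 gene called.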

How the results depend on the processing

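The alternatives with mt- genes and their nuclear copies removed, and with gene models of one symbol and nuclear copies summed, were chosen only after the results were seen. Where no cause is named, the cause was not tested.

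The 2 downregulated genes became 4 with a pseudocount of 0.1, 0 without a filter on low values (2134 of 24424 genes at an unadjusted p under 0.05), 11 with TPM as deposited, 12 with mt- genes removed, 7 with the replicate block, 5 with the block and the GC content and transcript length correction, 3 with robust eBayes, 4 with mt- genes and their copies removed and 1 with gene models and copies summed. The 0 upregulated genes (1224 genes of either direction at an unadjusted p under 0.05) became 2 with TPM as deposited, 2 with mt- genes removed, 3 with the replicate block, 1 with the GC content and transcript length correction, 2 with that correction and the block, 2 with robust eBayes and 2 with mt- genes and their copies removed. *Gm8186* and the second *Zc3h11a* model were both called under each setting but 3, namely no filter, a mean TPM of at least 5 and summed gene models. With TPM as deposited and with mt- genes removed, the median of all genes moved to -0.35 and -0.31, and most of the added calls were downregulated. The median was 0.05 with mt- genes and their copies removed. No counts were made with 1 library left out, since a group is then 1 mouse. All tested genes of the Data S2 downregulated list kept a lower value under every alternative, from 52 genes at a mean TPM of at least 5 to 67 without a filter. The upregulated list had 34 genes with a higher value at a mean TPM of at least 5, where 34 were tested, and 52 of 54 under quantile normalization. Leaving out 1 library left 64 and 54 genes. As the lists were drawn from these libraries and 63 and 54 of their genes have separate genotypes, these counts show no stability.

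With an estimated inter-gene correlation, each gene set that had passed no longer did. The differences do not change under this setting and were -0.3124 (adjusted p = 0.264) for fatty acid oxidation, -0.4166 (0.264) for the tricarboxylic acid cycle, 0.5463 (0.264) for mitochondrially encoded mRNA, -0.2792 (0.374) for nuclear-encoded oxidative phosphorylation, -0.151 (0.915) for sarcomere genes, -0.6085 (0.243) for PPAR-alpha target and fasting genes, 0.6193 (0.915) for atrial genes, -0.2763 (0.568) for FoxO and fasting genes, and -0.1074 (0.713) and 0.243 (0.595) for the downregulated and upregulated E18.5 lists. Over all alternatives the adjusted p ran from 9.39e-10 to 0.264 for fatty acid oxidation, from 8.97e-12 to 0.264 for the tricarboxylic acid cycle, from 2.17e-12 to 0.374 for nuclear-encoded oxidative phosphorylation, from 2.56e-10 to 0.947 for mitochondrially encoded mRNA and from 0.0117 to 0.392 for calcium handling. These 5 sets kept their direction except that mitochondrially encoded mRNA reversed to -0.01928 under quantile normalization, which holds the highest values of all libraries equal and so cannot show a rise of the highest genes. That set has no value with mt- genes removed.

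Calcium handling passed at a pseudocount of 5 (-0.09254, adjusted p = 0.0391), without a filter (-0.09537, 0.0445), at a mean TPM of at least 5 (-0.1428, 0.0117) and with TPM as deposited (-0.1427, 0.0324), and ran from -0.1335 to -0.05287 with 1 library left out. The sarcomere set fell short at a pseudocount of 0.1 (-0.1424), without the Data S2 genes (-0.1277) and with mt- genes and copies removed (-0.1401). The atrial set fell short at a pseudocount of 5 (0.4679), without a filter (0.516) and at a mean TPM of at least 5 (0.6776). Haemoglobin genes (0.49, adjusted p = 0.0748) passed with TPM as deposited (0.4295), mt- genes removed (0.4817), quantile normalization (0.5113), the replicate block (0.4948), the GC content and transcript length correction (0.5291) and that correction with the block (0.5291), but ran from -0.0794 to 1.072 with 1 library left out. Cytosolic ribosomal protein genes (-0.02) passed with TPM as deposited (-0.1086) and reversed under quantile normalization (0.04741) and the GC content and transcript length correction without and with the block (0.007455 and 0.007455). Circadian clock genes (0.06) reversed at a mean TPM of at least 5 (-0.2365). Immediate early genes (0.01) reversed with the GC content and transcript length correction without and with the block (-0.02176 and -0.02176) and without the Data S2 genes (-0.03447). PPAR-alpha target and fasting genes ran from -0.6481 to -0.579 and FoxO and fasting genes from -0.3049 to -0.2457 with 1 library left out. Other check sets changed sign there. They were circadian clock (-0.00865 to 0.1244), immediate early (-0.1108 to 0.1346) and cytosolic ribosomal protein genes (-0.1554 to 0.1221). Sex-linked (-0.1236 to 0.304) and heat shock genes (-0.01108 to 0.4305) did so too.

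Without the Data S2 genes the downregulated E18.5 list stood at -0.08216 (adjusted p = 0.0532), the upregulated list at 0.1788 (0.0532) and the FoxO set at -0.2763 (0.0508), where that set lost no gene and only the adjustment changed. At a mean TPM of at least 5 the upregulated E18.5 list stood at 0.302 (0.0507). Genes near decreased CTCF sites (-0.003) reversed to 0.002152 without a filter. Genes near increased CTCF sites (6.82e-05) reversed to -0.006714 at a pseudocount of 0.1, -0.007809 without a filter, -0.01521 at a mean TPM of at least 5, -0.007844 with TPM as deposited, -0.004732 with mt- genes removed, -7.781e-05 under quantile normalization and -0.002896 with mt- genes and copies removed. None of these values was past the threshold. No test was made with 1 library left out. Genes near decreased sites then ran from -0.02463 to 0.0189, and genes near increased sites from -0.00321 to 0.00327. The overlap of the downregulated list with nuclear-encoded oxidative phosphorylation stayed at 2 genes and passed without a filter (adjusted p = 0.0399, against 0.0399 to 0.447 over the alternatives). The difference in the mt- share of TPM, 2.68 percentage points, ran from -0.32 to 5.69 with 1 library left out, and that of mt- genes and copies together from 4.95 to 8.39.

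Among named genes, the log2 fold changes that reversed with TPM as deposited were those of *Ctcf* (-0.2859), *mt-Nd4l* (-0.2581), *mt-Nd5* (-0.1082), *mt-Co1* (-0.1217) and *mt-Atp8* (-0.04286). Under quantile normalization *mt-Nd3* (-0.05272), *mt-Nd4l* (-0.5273), *mt-Nd5* (-0.5082) and *mt-Co2* (-0.06697) reversed, and with mt- genes removed *Ctcf* did (-0.2064). Of the other values of named genes, 7 became stronger, all with TPM as deposited or mt- genes removed, and 2 weaker, both without a filter, while 16 moved by more than the spread between replicates with 1 library left out and the remaining 1077 kept their direction and side of the threshold or stayed within that spread. Since TPM give no depth, the precision of low genes such as *Angptl4* is not known.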

Differences from the paper's values

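Every alternative named here as closing a gap was set before the data were examined, and no test was chosen only after the result was seen. An alternative closes a gap when its value falls within 1 standard error of the paper's.

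The paper reports 67 downregulated genes, against 2 here, and 58 upregulated genes, against 0 here (1224 genes had an unadjusted p under 0.05). None of the alternatives closed either gap. All of them used limma on TPM, whereas the paper's numbers come from DESeq2 on read counts. Whether the different test explains the gap was therefore not examined. The highest counts were 12 downregulated genes with mt- genes removed and 3 upregulated genes with the replicate block. Settings that called genes of Data S2 were TPM as deposited (*Angptl4*, *Pdk4*, *Slc25a34* and *Ucp3*), mt- genes removed (6 genes, *Acyp2*, *Ces1d*, *Pdk4*, *Retreg1*, *Slc25a34* and *Ucp3*), the replicate block (*Pdk4*) and the block with the GC content and transcript length correction (*Pdk4*). *Pdk4* and *Acyp2* were named after their values were seen.

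Of the 52 named genes with a log2 fold change in Data S2, 15 differed by more than the standard error, and all 15 had the paper's direction. For *Slc25a34* the paper gives -1.35, against -1.07 here. A pseudocount of 0.1 (-1.32), TPM as deposited (-1.42), mt- genes removed (-1.54) and leaving out heterozygous replicate 1 (-1.22) closed this gap, and the other alternatives did not. For *Angptl4* the paper gives -2.65, against -1.32 here, and a pseudocount of 0.1 (-2.46) was the 1 alternative that closed it. For *Slc40a1* the paper gives -1.60, against -0.83 here, and a pseudocount of 0.1 (-1.45) and mt- genes removed (-1.44) closed it, while the others did not. For *Dhrs4* the paper gives -1.23, against -0.94 here, and a pseudocount of 0.1 (-1.06), TPM as deposited (-1.32), mt- genes removed (-1.34) and leaving out heterozygous replicate 2 (-1.29) closed it, while the others did not. For *Serpinb6b* the paper gives -1.18, against -0.77 here, and a pseudocount of 0.1 (-1.11), TPM as deposited (-1.06) and mt- genes removed (-1.26) closed it, while the others did not.

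A pseudocount of 0.1 was the 1 closing alternative for *Pla2g4e* (paper 1.27, here 0.99, closing value 1.23) and for *Lcat* (paper 1.46, here 1.10, closing value 1.42). For *Gm43857* (paper 1.24, here 1.00) a pseudocount of 0.1 (1.21) and leaving out heterozygous replicate 1 (1.12) closed the gap, and for *Abcb9* (paper 0.90, here 0.66) the same settings did (0.91 and 0.82), while the others did not. For *Ush1c* (paper 1.38, here 1.16) a pseudocount of 0.1 (1.36) and leaving out heterozygous replicate 1 (1.36) or wild-type replicate 1 (1.35) closed it, and the others did not. For *Phf24* the paper gives 0.88, against 0.43 here, and none of the alternatives closed the gap.

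For *Acadvl* the paper gives -0.61, against -0.20 here, and TPM as deposited (-0.64) and mt- genes removed (-0.53) closed the gap, while the others did not. The same settings closed it for *Eci1* (paper -0.71, here -0.35, closing values -0.79 and -0.69) and, together with leaving out wild-type replicate 2 (-0.57), for *Cpt2* (paper -0.70, here -0.40, closing values -0.82 and -0.74). For *Fh1* (paper -0.81, here -0.47) TPM as deposited (-0.90), mt- genes removed (-0.80) and leaving out heterozygous replicate 2 (-0.63) closed it, and the others did not. TPM as deposited and mt- genes removed shift the median of all genes to -0.35 and -0.31. They also opened gaps that the main setting did not have. Examples are *Pde4a* (paper 0.91, here 0.83, then 0.41 and 0.54) and *Ucp3* (paper -1.56, here -1.45, then -1.87 and -1.82). Closing a gap therefore does not show that these settings match the paper better.

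The paper places calcium ion transport among the processes of the downregulated genes. The calcium handling set here stood at -0.09 with an adjusted p of 0.0703, between 0.0117 and 0.392 over the alternatives, although the overlap of the paper's list with that set passed Fisher's exact test (adjusted p = 0.00350).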

Other observations

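The tests of time of day, of the scaling of mitochondrially encoded genes, of mitochondrially encoded genes without a nuclear copy, of genes of like GC content and length and of other splits for the number of genes with a low p were chosen only after the results were seen.

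The 26 tested PPAR-alpha target and fasting genes, a set written as a check for differences in husbandry, stood at -0.61 in heterozygous hearts, and all 26 were under the mean of all genes (adjusted p = 1.66e-14 from limma's camera; 6.27e-15 with the replicate block, at a correlation of 0.101 between same-numbered libraries; 6.27e-15 to 0.243 over the alternatives). Single hearts stood at 1.66 and 1.67 in wild-type and 1.02 and 1.09 in heterozygous mice. *Pdk4*, a member named after its value was seen, had 15.1 and 9.80 TPM against 1.94 and 1.21. As such genes rise on fasting, a candidate explanation is that the mice differed in feeding state when the hearts were taken. In that case fasting genes of the FoxO and glucocorticoid response outside lipid metabolism would be lower as well. The 12 tested genes of that kind stood at -0.28, with 10 under the mean (adjusted p = 0.0169 from limma's camera, 0.0102 before adjustment; adjusted p = 0.0135 with the replicate block and 0.0127 to 0.568 over the alternatives). Among them *Txnip* had a log2 fold change of -1.38, whereas *Klf15* had 0.58, and no single gene of the set had an adjusted p under 0.05. A feeding difference therefore remains as an explanation, and the lower PPAR-alpha set cannot be told apart from it. The circadian clock set did not differ as a whole (adjusted p = 0.740), but clock genes peak at different times of day and need not shift together, so time of day at collection remains as an explanation too. After correction for GC content and transcript length 101.1% of the difference was left, and genes of like GC content and length outside the set (the nearest 50 for each gene) stood at -0.00357. A hypothesis that the mutation itself lowers PPAR-alpha activity in the adult heart is not separated from feeding state or time of day by these data.

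For the sets behind the paper's conclusions, correction for GC content and transcript length left 99.6% of the difference of the fatty acid oxidation set, 98.1% of that of the tricarboxylic acid cycle set, 87.7% of that of the nuclear-encoded oxidative phosphorylation set and 108.5% of that of the mitochondrially encoded mRNA set. As the correction moved some of these values little, other genes of like GC content and length were examined too, and outside the sets they stood at -0.0108, -0.0250, -0.0149 and -0.0381 in the same order. These properties therefore account for little of the differences. Feeding state and time of day were not separated from genotype for these sets either. Of the other divisions of the 4 libraries into pairs, 1 parts as many same-numbered pairs as the division by genotype, and 1 does not part them. Counting the division by genotype, 1 of 2 comparable divisions gave a fatty acid oxidation difference as large, 1 of 2 a mitochondrially encoded mRNA difference as large and 1 of 2 as many genes with an unadjusted p under 0.05. The genotype division gave 1224 such genes and the other comparable one 169, with set differences of -0.01 and -0.02. In that other division the tricarboxylic acid cycle set stood at -0.03, against -0.42 by genotype. The nuclear-encoded oxidative phosphorylation set stood at -0.14 there, against -0.28 by genotype. The division that keeps same-numbered libraries together gave 221 genes, with set differences of 0.10 for fatty acid oxidation and -0.29 for mitochondrially encoded mRNA. Its differences were 0.17 for the tricarboxylic acid cycle and 0.19 for nuclear-encoded oxidative phosphorylation. At an adjusted p under 0.05 and a fold change over 1.5, the genotype division called 2 genes, the other comparable one 4 and the one that keeps same-numbered libraries together 3. So few divisions cannot show whether a result exceeds chance.

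The mean log2 fold change of the mitochondrially encoded genes was 0.54 after median-of-ratios scaling, and 18.0% of it was left with TPM as deposited. The scaling shifts all genes alike, and with TPM as deposited the median of all genes was -0.35. Relative to all genes the set still stood at 0.45 there, with all 13 genes above the mean (adjusted p = 2.60e-10, between 2.56e-10 and 0.947 over the alternatives). The higher position relative to other genes is consistent with a fall of most nuclear genes relative to mitochondrial ones, a rise of mitochondrial mRNA or a difference in RNA capture, which shares of a fixed total cannot separate. Of the 13 genes 8 have nuclear copies, and 108.8% of the mean log2 fold change of these 8 was left after each was summed with its copies, although sums of TPM are not kept where a copy is shorter than its gene. The 5 genes without such a copy were all higher too, by a mean of 0.506, so reads shared with copies account for little of their rise. The TPM of *Gm29216* relative to *mt-Co1* differed between hearts. *Gm29216* had 28290 TPM in heterozygous replicate 2 against 3636, 4088 and 8551 in the other hearts. Its log2 fold change of 2.46 was brought to 0.53 when it was summed with *mt-Co1* and a further copy. As *mt-Co1* made up most of this sum in each heart, the sum cannot show whether reads were divided differently. The paper lists *Gm29216* among its upregulated genes.

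Genes that the paper lists for E18.5 homozygous hearts were examined in the adult heterozygous hearts. The 87 tested genes of the downregulated E18.5 list stood at -0.11, with 55 under the mean (adjusted p = 0.0169 from limma's camera, 0.00691 before adjustment; adjusted p = 0.0135 with the replicate block and 0.00945 to 0.713 over the alternatives), at percentile 0.12 of 10000 random lists matched on expression. The 23 tested genes of the upregulated list stood at 0.24, with 17 above the mean (adjusted p = 0.00570, 0.00114 before adjustment; adjusted p = 0.00279 with the block and 0.000272 to 0.595 over the alternatives), at percentile 99.96. These results are consistent with a partial presence of the E18.5 homozygous changes in adult heterozygous hearts. Leaving out each library in turn gave -0.17 to -0.04 for the downregulated list and 0.14 to 0.34 for the upregulated list. The comparable other division of the libraries gave -0.09 and 0.14 for the same lists, however. The pattern therefore cannot be told apart from variation between hearts. Of the 9 genes that the paper lists both at 8 weeks and for E18.5 homozygous hearts, 8 have the same direction at both ages, and *Gm29331* has a log2 fold change of 1.41 here and a paper's value of -3.61 at E18.5.

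Expression was also compared with the CTCF sites that the paper lists as decreased or increased in homozygous hearts, within 20000 bases of a gene's start. The available list of decreased sites was cut short, and 1998 could be read. The last chromosome reached was left out as incomplete, and sites on the other 6 chromosomes were used. The comparison was limited to the 2948 tested genes there, some of which may lie near a site that was not read. The 540 genes near these sites did not stand lower (-0.003, 265 genes under the mean, adjusted p = 0.938, which equals the value before adjustment; 0.911 with the replicate block; between 0.801 and 0.991 over the alternatives). The 383 genes near the 785 increased sites did not stand higher (6.82e-05, 197 genes above the mean, adjusted p = 0.938, 0.807 before adjustment; 0.911 with the block; between 0.801 and 0.991 over the alternatives). As the decreased sites were read only in part, their test cannot speak for the rest of that list. A hypothesis that a nearby change in CTCF binding sets the expression changes of adult heterozygous hearts gained no weight from these tests.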
